# Glucocorticoids inhibit macrophage differentiation towards a pro-inflammatory phenotype upon wounding without affecting their migration

**DOI:** 10.1242/dmm.037887

**Published:** 2019-05-30

**Authors:** Yufei Xie, Sofie Tolmeijer, Jelle M. Oskam, Tijs Tonkens, Annemarie H. Meijer, Marcel J. M. Schaaf

**Keywords:** Glucocorticoids, Inflammation, Macrophage differentiation, Leukocyte migration, Zebrafish, Tail amputation

## Abstract

Glucocorticoid drugs are widely used to treat immune-related diseases, but their use is limited by side effects and by resistance, which especially occurs in macrophage-dominated diseases. In order to improve glucocorticoid therapies, more research is required into the mechanisms of glucocorticoid action. In the present study, we have used a zebrafish model for inflammation to study glucocorticoid effects on the innate immune response. In zebrafish larvae, the migration of neutrophils towards a site of injury is inhibited upon glucocorticoid treatment, whereas migration of macrophages is glucocorticoid resistant. We show that wounding-induced increases in the expression of genes that encode neutrophil-specific chemoattractants (Il8 and Cxcl18b) are attenuated by the synthetic glucocorticoid beclomethasone, but that beclomethasone does not attenuate the induction of the genes encoding Ccl2 and Cxcl11aa, which are required for macrophage recruitment. RNA sequencing on FACS-sorted macrophages shows that the vast majority of the wounding-induced transcriptional changes in these cells are inhibited by beclomethasone, whereas only a small subset is glucocorticoid-insensitive. As a result, beclomethasone decreases the number of macrophages that differentiate towards a pro-inflammatory (M1) phenotype, which we demonstrated using a *tnfa:eGFP-F* reporter line and analysis of macrophage morphology. We conclude that differentiation and migration of macrophages are regulated independently, and that glucocorticoids leave the chemotactic migration of macrophages unaffected, but exert their anti-inflammatory effect on these cells by inhibiting their differentiation to an M1 phenotype. The resistance of macrophage-dominated diseases to glucocorticoid therapy can therefore not be attributed to an intrinsic insensitivity of macrophages to glucocorticoids.

## Abstract (precis)

**Summary:** In a zebrafish model for inflammation, glucocorticoids do not affect the migration of macrophages, but inhibit their differentiation towards an M1 phenotype, by strongly attenuating transcriptional responses in these cells.

## INTRODUCTION

Glucocorticoids are a class of steroid hormones secreted by the adrenal gland, and the main endogenous glucocorticoid in our body is cortisol (Chrousos, 1995; Oakley and Cidlowski, 2013; Tsigos and Chrousos, 2002). Glucocorticoids regulate a wide variety of systems in our body, including the immune, metabolic, reproductive, cardiovascular and central nervous systems (Chrousos and Kino, 2005; Heitzer et al., 2007; Ramamoorthy and Cidlowski, 2013; Revollo and Cidlowski, 2009). Owing to their potent and well-established immunosuppressive effects, they are often prescribed to treat various immune-related diseases, including asthma, rheumatoid arthritis, dermatitis, leukemia and several autoimmune diseases (Barnes, 2011; Busillo and Cidlowski, 2013). However, their clinical use is limited by two issues. First, chronic glucocorticoid therapy can lead to severe side effects, such as osteoporosis, muscle weakness, diabetes, infection and hypertension (Moghadam-Kia and Werth, 2010). Second, resistance to glucocorticoid drug treatment occurs in a large number (∼10-30%) of patients (Barnes and Adcock, 2009; Barnes et al., 2004). In order to develop novel glucocorticoid therapies that overcome these barriers and retain their therapeutic efficacy, more insight into the molecular and cellular mechanisms of glucocorticoid modulation of the immune response is required.

Glucocorticoids exert their function through an intracellular receptor, the glucocorticoid receptor (GR) (Bamberger et al., 1996), which acts as a transcription factor, altering the transcription of a plethora of genes. The GR modulates the transcription of genes by several mechanisms (Ratman et al., 2013). It can bind directly to glucocorticoid response elements (GRE) in the DNA, and it can enhance transcription upon recruitment of transcriptional cofactors. In contrast, binding to negative GREs (nGREs) has been shown to repress gene transcription (Surjit et al., 2011). Alternatively, the GR can bind indirectly to DNA through interaction with other transcription factors, such as AP-1, NF-κB or STAT3. Through this ‘tethering’, it modulates the activity of these factors.

The tethering mechanism of the GR, resulting in the inhibition of transcription of immune-activating genes, is generally considered to be the main mechanism by which glucocorticoids exert their anti-inflammatory actions (Reichardt et al., 2001). For example, tumor necrosis factor (TNF)- or lipopolysaccharide (LPS)-induced transcriptional responses in cultured cells can be repressed through tethering of the NF-κB subunit p65 (Kuznetsova et al., 2015; Ogawa et al., 2005; Rao et al., 2011; Sacta et al., 2018). Other mechanisms, such as the activation of anti-inflammatory genes through GRE binding, and a reduction of NF-κB recruitment, contribute to the anti-inflammatory actions of GR as well, but the exact role of these mechanisms has not been fully established (Hübner et al., 2015; Oh et al., 2017). Through these mechanisms, glucocorticoids exert strong suppressive effects on the inflammatory response (Smoak and Cidlowski, 2004). At the initial stage of this response, they dampen signaling pathways downstream from Toll-like receptors (TLRs), inhibit the induction of genes encoding cytokines, upregulate the expression of anti-inflammatory proteins and inhibit the generation of prostaglandins and leukotrienes (Busillo and Cidlowski, 2013; Coutinho and Chapman, 2011). In addition, they reduce the blood flow to the inflamed tissue and inhibit vascular leakage. At subsequent stages, glucocorticoids attenuate the production of chemokines and adhesion molecules, thereby reducing leukocyte extravasation and migration towards the inflamed site (Coutinho and Chapman, 2011; Smoak and Cidlowski, 2004).

It has become clear that glucocorticoid action on the immune system is highly complex and requires further investigation. A complicating factor is that the effects of glucocorticoids have been shown to be highly cell type-specific (Franco et al., 2019). Whereas they induce apoptosis of eosinophils and basophils, they promote the survival and proliferation of neutrophils (Meagher et al., 1996; Yoshimura et al., 2001). In monocytes, they induce an anti-inflammatory phenotype with increased mobility and phagocytic capacity (Ehrchen et al., 2007). Macrophages are often divided into two functional phenotypes: a classically activated, pro-inflammatory (M1) phenotype that contributes to the inflammatory response, and an alternatively activated (M2) phenotype that can be subdivided in several different phenotypes, which have been shown to be involved in the resolution of inflammation and wound healing (Martinez and Gordon, 2014; Mosser and Edwards, 2008). In animal models for arthritis and acute lung injury, glucocorticoids have been shown to inhibit the differentiation of macrophages towards an M1 phenotype, whereas the effect on M2 differentiation is less clear (Hofkens et al., 2013; Tu et al., 2017). In addition to the cell type-specificity of glucocorticoid actions, it has become clear that the transcriptional regulation of immune-activating genes by the GR is not strictly suppressive (Cruz-Topete and Cidlowski, 2015). Upregulation of various pro-inflammatory genes after glucocorticoid treatment has been observed in several cell types (Busillo et al., 2011; Chinenov and Rogatsky, 2007; Ding et al., 2010; Galon et al., 2002; Lannan et al., 2012) and the GR has been shown to activate pro-inflammatory genes in synergy with other signaling pathways (Dittrich et al., 2012; Langlais et al., 2008; Langlais et al., 2012). In addition, some genes that are induced upon TNF or LPS treatment appear to be insensitive to the repressive action of GR (Kuznetsova et al., 2015; Ogawa et al., 2005; Rao et al., 2011; Sacta et al., 2018).

In the present study, we have used the zebrafish as an *in vivo* model to study glucocorticoid effects on the inflammatory response. The immune system of the zebrafish is highly similar to that of humans. As in humans, the zebrafish has a thymus, innate immune cells (macrophages, neutrophils) and adaptive immune cells (T cells and B cells), and cells that bridge innate and adaptive immunity (dendritic cells) (Lewis et al., 2014; Masud et al., 2017; Sullivan et al., 2017). Besides, the innate immune system of the zebrafish develops within a few days after fertilization, whereas the adaptive immune system only matures after two weeks, which means the innate immune system can be studied separately in larvae (Masud et al., 2017; Trede et al., 2004). Zebrafish larvae are widely used as a model system to study the inflammatory response (Enyedi et al., 2016; Oehlers et al., 2017; Powell et al., 2017). Tail wounding-induced inflammation in zebrafish larvae is a well-established model in which amputation of the tail triggers the expression of many pro-inflammatory molecules and the recruitment of innate immune cells (neutrophils and macrophages) towards the wounded area (Renshaw et al., 2006; Roehl, 2018). This model enables the investigation of cell type-specific inflammatory responses *in vivo* and has been widely used for research on leukocyte migration and infiltration, and anti-inflammatory drug screening (Niethammer et al., 2009; Robertson et al., 2016; Yoo et al., 2011).

The zebrafish Gr is highly similar to its human equivalent in structure and function (Chatzopoulou et al., 2015; Schaaf et al., 2008; Stolte et al., 2006). This makes the zebrafish a valuable model to study the molecular mechanisms of glucocorticoid action *in vivo* (Alsop and Vijayan, 2008; Schaaf et al., 2008; Schaaf et al., 2009). In previous work, we have studied the anti-inflammatory effects of glucocorticoids using the tail amputation model and found that glucocorticoid treatment attenuates the vast majority amputation-induced changes in gene expression, which were measured in lysates from whole larvae (Chatzopoulou et al., 2016). In addition, we observed that the recruitment of neutrophils to the wounded area is inhibited by glucocorticoids, but that the migration of macrophages is resistant to glucocorticoid treatment (Chatzopoulou et al., 2016; Mathew et al., 2007; Zhang et al., 2008).

It has been shown that glucocorticoids are less effective in the treatment of inflammatory diseases dominated by macrophages, such as chronic obstructive pulmonary disease (COPD), but the mechanisms underlying the limited responsiveness to glucocorticoid treatment remain poorly understood (Hakim et al., 2012). Therefore, in the present study, we sought to find a mechanistic explanation for our finding that glucocorticoids do not inhibit amputation-induced macrophage migration. We demonstrate that the induction of genes encoding chemoattractants involved in macrophage recruitment is insensitive to glucocorticoid treatment, providing an explanation for the resistance of macrophage migration to glucocorticoids. In addition, we show that macrophages should not be considered a generally glucocorticoid-insensitive cell type. In these cells, glucocorticoids attenuate almost all wounding-induced changes in gene expression. Through this modulation of the transcriptional response, glucocorticoids inhibit the differentiation of macrophages to a pro-inflammatory (M1) phenotype.

## RESULTS

### Glucocorticoids inhibit migration of neutrophils, but leave macrophage migration unaffected

Using tail amputation in 3 days post fertilization (dpf) zebrafish larvae as a model for inflammation, we studied the effect of four glucocorticoids (beclomethasone, dexamethasone, hydrocortisone and prednisolone) on the migration of leukocytes towards a site of injury. To quantitate the migration of neutrophils and macrophages, we counted the number of these innate immune cells in a defined area of the tail at 4 h post amputation (hpa, Fig. 1A). All four glucocorticoids had a highly significant inhibitory effect on the migration of neutrophils, as previously observed (Hall et al., 2014; Fig. 1C). Three glucocorticoids (beclomethasone, dexamethasone and prednisolone) did not affect the migration of macrophages significantly, and one (hydrocortisone) induced a slight decrease (∼12.5%, Fig. 1B). These data are in line with a previous study from our group, in which we demonstrated that beclomethasone inhibited the migration of neutrophils and not of macrophages, that this effect was mediated through Gr, and that beclomethasone did not affect the total leukocyte numbers in the larvae (Chatzopoulou et al., 2016).

**Fig. 1.**
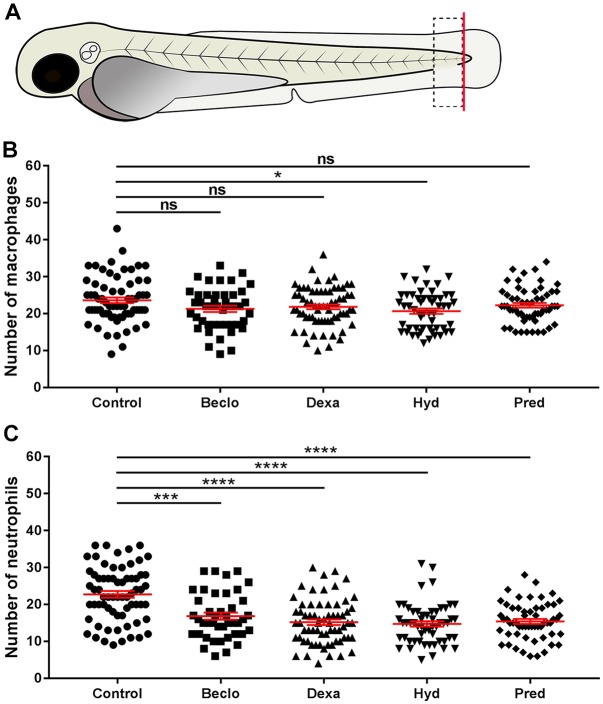
**Effect of glucocorticoids on macrophage and neutrophil recruitment upon tail amputation in *Tg*(*mpx:GFP/mpeg1:mCherry-F*) larvae.** (A) Schematic drawing of a zebrafish larva at 3 dpf. The red line shows the site of amputation. The black dashed box shows the area in which cells were counted to quantitate the recruitment. (B) The number of macrophages recruited to the wounded area at 4 hpa. In the beclomethasone (Beclo), dexamethasone (Dexa) and prednisolone (Pred) groups, no significant differences were observed compared the vehicle-treated (control) group. In the hydrocortisone (Hyd) group, a significantly decreased number of macrophages was observed. (C) The number of neutrophils recruited to the wounded area at 4 hpa. For all glucocorticoid-treated groups, a significantly reduced number of neutrophils was recruited compared to the control group. Data are mean±s.e.m. from three independent experiments. *P<0.05; ***P<0.001; ****P<0.0001 (determined using ANOVA). ns, non-significant.

To study the effects of beclomethasone on leukocyte migration in more detail, larvae were imaged using confocal microscopy between 1.5 and 12 hpa, and the leukocyte numbers in the wounded area were automatically determined using dedicated software. The results of this analysis showed that, for the control group, the average number of macrophages present in the wounded area increased from 37.0±3.5 to 48.7±4.1 cells between 1.5 hpa and 12 hpa (Fig. 2A; data are mean±s.e.m.). No significant effect of beclomethasone on macrophage migration was observed (from 37.6±2.8 to 41.4±2.5 for the beclomethasone-treated group). For neutrophils, in the control group, the average number of macrophages at 1.5 hpa was 17.7±2.0, reaching a peak of 35.1±4.1 at around 5 hpa, then decreasing and reaching a level of 32.7±3.3 at 9 hpa, which remained relatively constant until 12 hpa (Fig. 2B). In the beclomethasone-treated group, a lower number of recruited neutrophils was observed in the wounded area at 5 hpa (22.8±1.9).

**Fig. 2.**
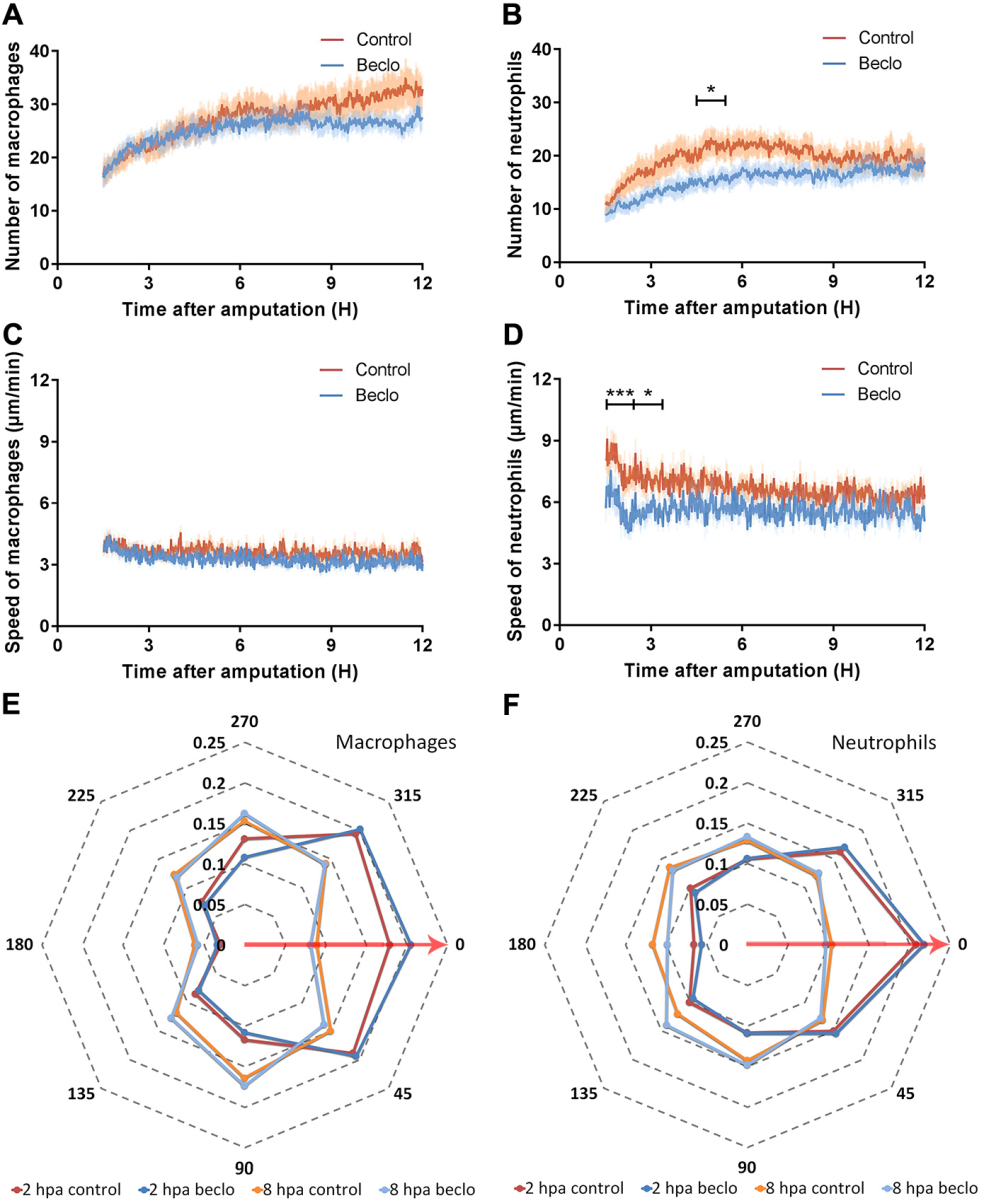
**Live imaging and tracking of migrating macrophages and neutrophils upon tail amputation.** (A-B) The number of macrophages (A) and neutrophils (B) recruited to the wounded area from 1.5 hpa to 12 hpa in 3 dpf larvae in the vehicle-treated group (Control) and the beclomethasone-treated group (Beclo). No significant difference was observed for the number of recruited macrophages. A significantly reduced number of neutrophils were recruited in the beclomethasone-treated group compared to the control group at 5 hpa. Data are mean±s.e.m. from 10 larvae. *P<0.05 (determined on data averaged per hour using ANOVA with a Fisher's LSD post hoc test). (C-D) The velocity of macrophages (C) and neutrophils (D). No significant difference was observed for the velocity of macrophages. At 2 and 3 hpa, the velocity of neutrophils in the beclomethasone-treated group was significantly lower than the velocity in the control group. Data are mean±s.e.m. from 10 embryos. *P<0.05; ***P<0.001 (determined on data averaged per hour using ANOVA with a Fisher's LSD post hoc test). (E-F) The directionality of recruited macrophages (E) and neutrophils (F) at 2 hpa and 8 hpa. The circular *x*-axis indicates the different angles made by cells, classified into eight categories. Category 0 represents the direction towards the wound (including angles between 22.5 to −22.5°, shown by the red arrows). The *y*-axis indicates the size of the fraction of cells occurring within a category in that hour. Statistical analysis was performed using the Kolmogorov–Smirnov test. No difference was observed between the control and beclomethasone-treated groups. Data are mean from 10 embryos.

To further analyze the effects of beclomethasone, we used automated tracking of the leukocytes (see Movies 1-2), and quantified the velocity and directionality of the migrating macrophages and neutrophils. The data showed that, during the entire time frame, the velocity of the macrophages fluctuated around 3.5 µm/min for both the control and the beclomethasone-treated group (Fig. 2C). For neutrophils, the velocity peaked at 1.5 hpa (8.12±0.56 µm/min for the control group and 5.70±0.72 µm/min for the beclomethasone-treated group) and decreased slowly afterwards (Fig. 2D). At 2 hpa and 3 hpa, the velocity of neutrophils in the beclomethasone-treated group was significantly lower compared to the control group.

In addition, we measured the direction in which the macrophages and neutrophils moved and plotted the distribution of these directions measured at 2 and 8 hpa (Fig. 2E,F). The results showed that beclomethasone did not affect the directionality of either macrophages or neutrophils at either of these time points. At 2 hpa, most of the macrophages (∼60%) moved towards the wounded area (angles 292.5°-360°, and 0°-67.5°) (Fig. 2E); less than 20% of them moved in the opposite direction (angles 112.5°-247.5°). At 8 hpa, the percentage of macrophages that moved towards the wounded area in the control and beclomethasone-treated group decreased to ∼40%. For the neutrophils, the directionality showed a similar trend (Fig. 2F). At 2 hpa, more than 50% of the neutrophils moved towards the wounded area in both the control group and the beclomethasone-treated group, whereas at 8 hpa this percentage decreased to ∼35%. In conclusion, beclomethasone does not affect any of the migration parameters of macrophages but reduces the number of recruited neutrophils and their velocity.

### Beclomethasone inhibits the induction of chemoattractants for macrophages

To unravel the molecular mechanisms underlying the difference between the effect of beclomethasone on macrophage and neutrophil migration, we first studied the expression of chemoattractants that are known to be involved in the migration of these leukocytes. According to previous studies on leukocyte migration and infiltration, Ccl2 (also known as monocyte chemoattractant protein 1, Mcp1) and Cxcl-11aa (Cxcl11.1) are two of the key chemokines that stimulate the migration of macrophages, whereas Il8 (Cxcl8a) and Cxcl18b (Cxcl-c1c) are important for the stimulation of neutrophil migration (Cambier et al., 2017; de Oliveira et al., 2013; de Oliveira et al., 2016; Deshmane et al., 2009; Huber et al., 1991; Torraca et al., 2015; Torraca et al., 2017). Using quantitative PCR (qPCR) on RNA samples from whole larvae, we determined the expression levels of the genes encoding these four chemoattractants (*ccl2*, *cxcl11aa*, *il8* and *cxcl18b*) at different time points after amputation (Fig. 3A-D). The results showed that, at 4 hpa, the mRNA level of all four chemoattractants was increased by amputation. At 2 hpa, the expression of *ccl2*, *cxcl11aa* and *cxcl18b* was increased, and at 8 hpa the expression of *ccl2*, *il8* and *cxcl18b* showed an increase. In the presence of beclomethasone, amputation induced a smaller increase in *il8* and *cxcl18b* expression, but the increase in expression of *ccl2* and *cxcl11aa* was not inhibited. In addition, beclomethasone decreased the expression of *il8* independent of amputation. We previously observed a similar suppression under basal conditions by beclomethasone for *mmp9*, *mmp13* and *il1b* (Chatzopoulou et al., 2016), indicating that for some immune-related genes, glucocorticoids downregulate the basal expression, in addition to attenuating their upregulation.

**Fig. 3.**
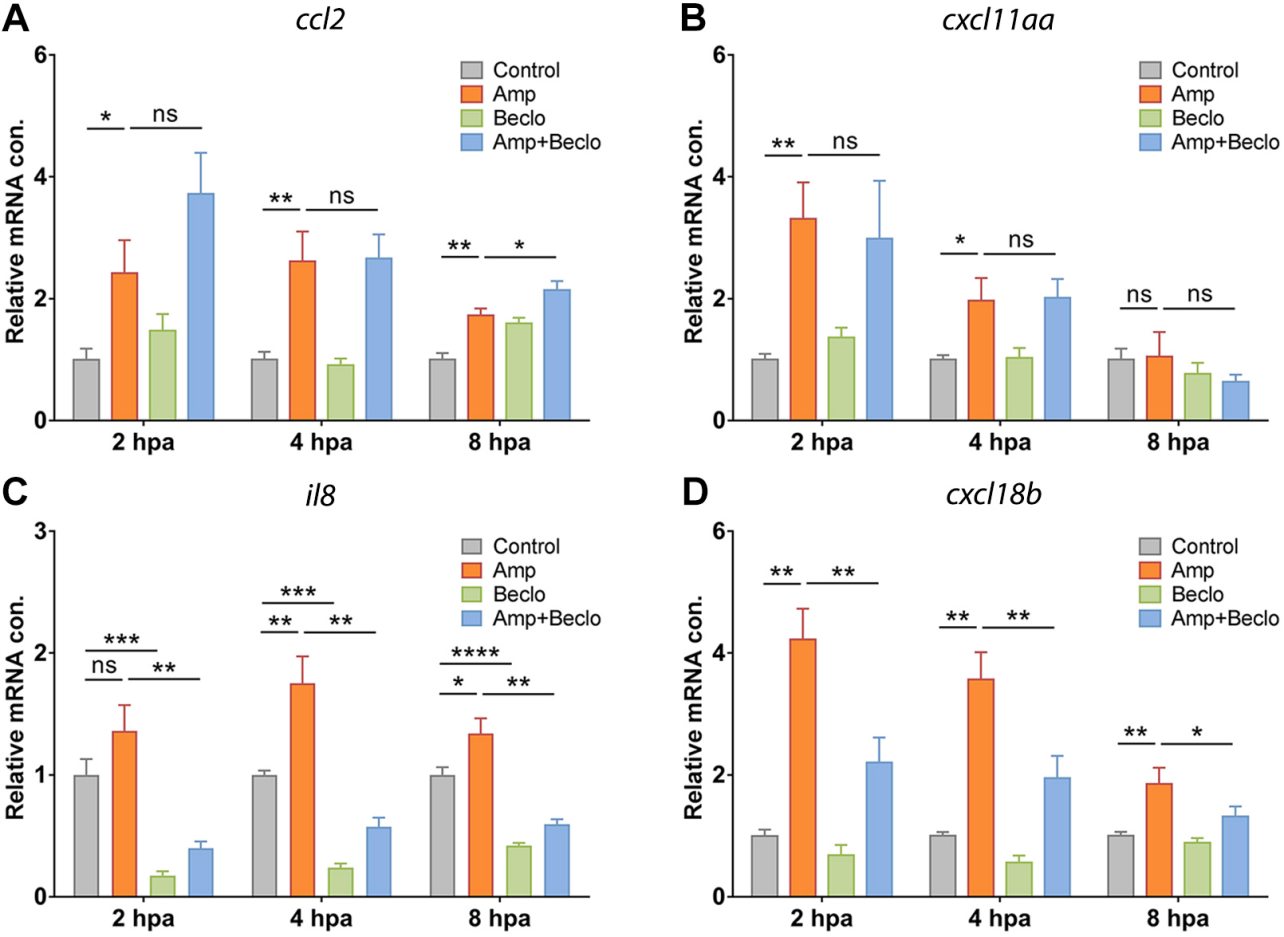
**Expression levels of genes encoding chemoattractants in whole larvae.** (A-D) Expression levels of genes encoding chemoattractants Ccl2 (A), Cxcl11aa (B), Il8 (C) and Cxcl18b (D) in whole larvae at 2 hpa, 4 hpa and 8 hpa, determined using qPCR. *ccl2* and *cxcl11aa* mRNA levels were significantly increased by amputation (Amp) and the combined amputation/beclomethasone (Amp+Beclo) treatment resulted in a similar level of regulation, relative to the non-amputated, vehicle-treated group (Control). Expression levels of *il8* and *cxcl18b* showed a significant increase upon amputation, and this effect was lower upon the combined treatment. Expression level of *il8* was significantly suppressed by beclomethasone (Beclo). Data are mean±s.e.m. of three independent experiments. *P<0.05; **P<0.01; ***P<0.001 (determined using ANOVA with a Fisher's LSD post hoc test). ns, non-significant.

To demonstrate that the chemoattractants Ccl2 and Cxcl11aa are required for macrophage recruitment in this tail amputation model, we analyzed their role in macrophage migration in our model. We used a previously described morpholino to create a knockdown of Ccr2, the receptor of Ccl2, in zebrafish larvae, which was shown not to affect the total number of leukocytes (Cambier et al., 2017; Cambier et al., 2014). In the *ccr2* morphants, a significantly decreased number of recruited macrophages was observed in the wounded area at 4 hpa (Fig. 4A,C). However, the number of recruited neutrophils was identical to the number in the mock-injected controls (Fig. 4B,D) [the number of recruited neutrophils was unexpectedly high in these experiments (compared to data shown in Figs 1C, 2B and 4F), which we can only explain as an effect of the injections]. For the receptor of Cxcl11aa, Cxcr3.2, we used a mutant fish line, and it was previously demonstrated that total numbers of leukocytes were not affected by the mutation (Torraca et al., 2015). The *cxcr3.*2^−/−^ larvae showed significantly decreased numbers of both macrophages (Fig. 4E,G) and neutrophils (Fig. 4F,H) recruited to the wounded area compared to the *cxcr3.2*^+/+^ controls [the number of recruited macrophages was slightly lower in these experiments (compared to data shown in Figs 1B, 2A and 4A), which may be because of the different genetic background of the used fish line].

**Fig. 4.**
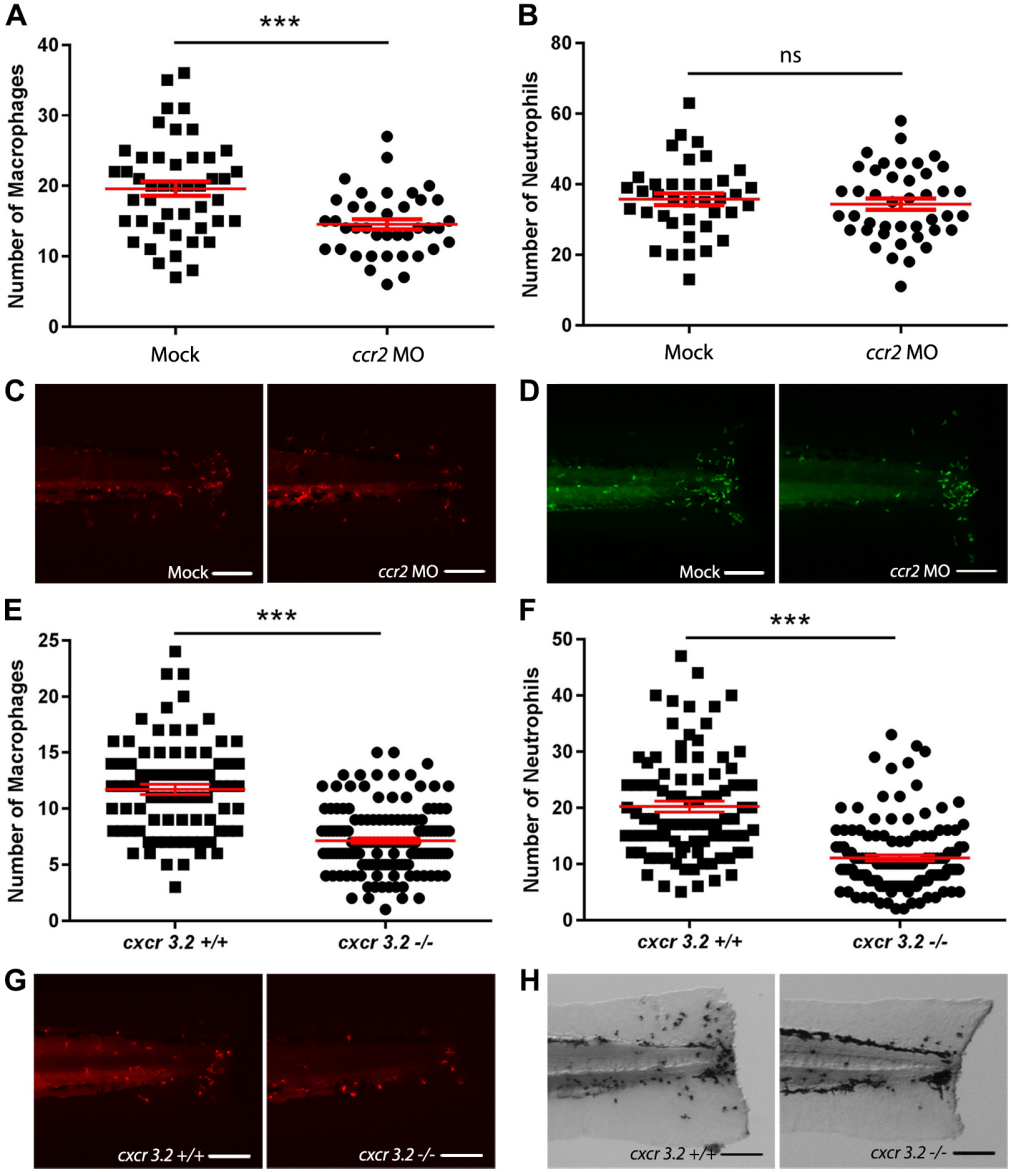
**Effect of *ccr2* morpholino knockdown or *cxcr3.2* mutation on macrophage and neutrophil recruitment upon tail amputation in larvae.** (A-B) The number of macrophages (A) and neutrophils (B) recruited to the wounded area at 4 hpa in 3dpf *Tg*(*mpx:GFP/mpeg1:mCherry-F*) larvae. In *ccr2* morpholino-injected larvae, a significantly reduced number of macrophages were recruited compared to the number in mock (vehicle)-injected larvae. No significant difference was observed for the number of recruited neutrophils. (C-D) Representative images of the macrophages (fluorescently labeled by mCherry) (C) and the neutrophils (fluorescently labeled by GFP) (D) of mock-injected and *ccr2* morpholino-injected larvae at 4 hpa. (E-F) The number of macrophages (E) and neutrophils (F) that recruited to the wounded area at 4 hpa in 3 dpf *Tg*(*mpeg1:mCherry-F*) larvae. A significantly reduced number of macrophages and neutrophils were recruited in *cxcr3.2* mutant larvae compared to the number in wt controls. (G-H) Representative images of the macrophages (fluorescently labeled by mCherry) (G) and the neutrophils (stained using MPX assay) (H) of wt and *cxcr3.2* mutant larvae at 4 hpa. Data are mean±s.e.m. (indicated in red), pooled from three independent experiments. ***P<0.001 (determined using the two-tailed t-test). ns, non-significant. Scale bars: 100 μm.

These findings indicate that beclomethasone does not affect the amputation-induced increase in the expression of the genes encoding the chemoattractants Ccl2 and Cxcl11aa, which are involved in macrophage recruitment upon tail amputation. This provides an explanation for the insensitivity of macrophage migration to glucocorticoid treatment.

### Beclomethasone attenuates almost all amputation-induced changes in gene expression in macrophages

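For the transcriptome analysis, larvae at 3 dpf were pretreated for 2 h with 25 µM beclomethasone, a synthetic glucocorticoid, or with 0.05% DMSO as the vehicle. They were then subjected to tail amputation or left intact. The 4 groups are named Control (vehicle, no amputation), Amp, Beclo and Amp+Beclo, and each group has 3 samples, 1 from each of 3 replicate experiments. For each sample, macrophages of 100 to 150 embryos of the mpeg1.4:mCherry-F line, in which macrophages carry a red fluorescent protein, were sorted at 4 hpa. Their RNA was amplified with the SMART-seq V4 kit before sequencing. The authors mapped the reads to the GRCz10 genome with Tophat and deposited for each sample the number of reads counted on each Ensembl gene, without normalization or a filter. The files pair no gene identifier with a gene name, so genes are given by identifier. Control samples had 18865019, 11157505 and 11023085 reads on genes in replicates 1, 2 and 3. Amp samples had 16107041, 10898816 and 10894542 reads, Beclo samples 15161157, 11369951 and 11650944, and Amp+Beclo samples 12289405, 9488569 and 9657551. Reads that fell outside annotated genes are listed separately. Their share was 12.6%, 10.5% and 9.57% in the Control samples and 10.1%, 6.55% and 4.72% in the Amp samples, and was lower in Amp than in Control in each of the 3 replicates. It was 7.68%, 11.6% and 9.51% in Beclo and 10.7%, 11.5% and 11.8% in Amp+Beclo. Each treated group was compared with Control by edgeR's quasi-likelihood test on the counts, with TMM normalization and the replicate experiment as a block. As in the paper's methods, genes with fewer than 30 reads over the 6 samples compared were left out, and a gene was called significantly regulated at an adjusted p-value below 0.05 and a fold change above 2. Samples of the same group were compared with each other, and in each such pair the counts differed by more than the sampling noise (chi-square per degree of freedom from 21.1 to 178).

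**Figure D1:**
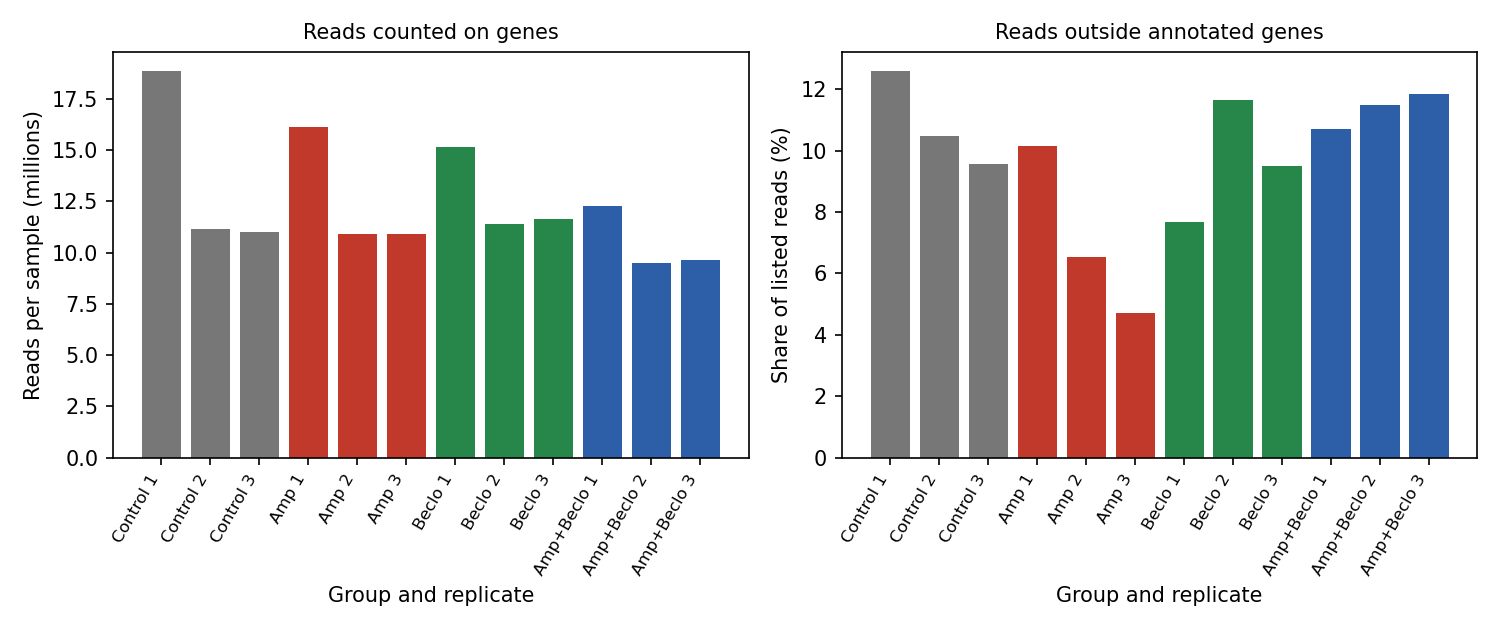
Reads counted on genes (left) and share of the listed reads that fell outside annotated genes (right, in %) for each of the 12 samples, with 1 bar per sample, colored by group. The share outside genes was lowest in Amp replicates 2 (6.55%) and 3 (4.72%).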

To study whether glucocorticoid treatment changes the transcriptional response of macrophages to wounding, we performed a transcriptome analysis on fluorescence-activated cell sorting (FACS)-sorted macrophages derived from larvae at 4 hpa. We found that 620 genes were significantly regulated by amputation, of which 411 genes were upregulated and 209 genes were downregulated (Fig. 5A,D,E). 

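In the comparison of the 3 Amp with the 3 Control samples, 22107 genes were tested. With the replicate experiment as a block, 543 of them were significantly regulated, of which 251 were upregulated and 292 were downregulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these genes, 514 changed in the same direction in all 3 replicate experiments. Without the replicate block no gene passed the threshold, although 938 genes had an unadjusted p-value below 0.05, against 4022 with the block. Amp and Control samples of the same replicate experiment deviated together from their group means, with a mean correlation across genes of 0.55 for the same replicate number and of -0.27 for different numbers. The number of regulated genes was 1508 when replicate 1 was left out, 66 without replicate 2 and 2 without replicate 3. In the direction of regulation, the median log2 change of the 543 genes was 0.90 in replicate 1, 2.20 in replicate 2 and 1.75 in replicate 3. Among the genes that changed in the same direction in all 3 pairs, the largest increases were found for ENSDARG00000013855 and ENSDARG00000093712. The first rose from 2.03 ± 3.26 CPM (TMM-normalized counts relative to library size, SD, n = 3) in Control to 19.2 ± 12.9 in Amp, with a log2 fold change of 4.50 (standard error 0.60, adjusted p = 1.9e-10 from edgeR). The second rose from 2.19 ± 1.24 to 49.6 ± 40.9 CPM (SD, n = 3), with a log2 fold change of 4.33 (standard error 0.44, adjusted p = 9.3e-19 from edgeR). The largest decreases were those of ENSDARG00000038891 and ENSDARG00000067537, both with few reads. ENSDARG00000038891 had 8 to 32 reads in the Control samples and 0 to 1 in the Amp samples, and its log2 fold change was -4.76 (standard error 1.11, adjusted p = 0.0029 from edgeR). ENSDARG00000067537 had 24 to 91 reads in Control and 0 to 10 in Amp, with a log2 fold change of -4.08 (standard error 0.70, adjusted p = 3.9e-06 from edgeR). None of these 4 genes passed the threshold in edgeR's test without the block. Neither decrease was called with DESeq2 and the block, with or without shrunken fold changes. The DESeq2 filter on low mean counts left both genes out of the adjustment. When shrunken, the log2 fold change of ENSDARG00000067537 (-0.50) also missed the fold-change cutoff. ENSDARG00000013855 passed the threshold with DESeq2 (adjusted p = 0.028) but not with shrunken fold changes (log2 fold change 0.58, adjusted p = 0.33), while ENSDARG00000093712 passed it with both.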

When the larvae had been amputated and treated with beclomethasone, only 327 significantly regulated genes were identified, of which 260 genes were upregulated and 67 genes were downregulated (Fig. 5B,D,E). 

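The comparison of Amp+Beclo with Control covered 22202 genes. With the replicate block, 93 genes were significantly regulated by edgeR's test, 83 upregulated and 10 downregulated, and 1603 genes had an unadjusted p-value below 0.05. Without the block, 29 genes were significantly regulated, of which 27 were upregulated. Same-numbered Amp+Beclo and Control samples were less alike in their deviations than Amp and Control samples, with a mean correlation of 0.11. Leaving out single replicates moved the number of genes from 35 without replicate 3 to 664 without replicate 2. When DESeq2 with shrunken fold changes was used in place of edgeR, with the block, 327 genes were regulated by the combined treatment and 620 by amputation.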

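Amp+Beclo was also compared directly with Amp, with the replicate experiment as a block. Of 21742 genes tested, 65 differed at an adjusted p-value below 0.05 (edgeR's quasi-likelihood test), of which 56 were higher and 9 were lower in Amp+Beclo. The mean correlation of the deviations of same-numbered samples was 0.06 for this comparison, and 2 genes differed in edgeR's test when the block was left out. With the block, DESeq2 gave 91 genes, and 89 with shrunken fold changes. With shrunken fold changes and no block it gave 78. Among the 543 amputation-regulated genes, 12 were significantly less regulated in Amp+Beclo than in Amp and 1 was significantly more regulated. Among the other amputation-regulated genes with enough reads for this comparison, none passed this threshold. The difference between the amputation response with beclomethasone (Amp+Beclo minus Beclo) and without it (Amp minus Control) was tested as an interaction on all 12 samples. In edgeR's test no gene of 21979 had an adjusted p-value below 0.05, with or without the block, while 2389 genes had an unadjusted p-value below 0.05 with the block and 1965 without it. DESeq2 with the block gave 12 genes, and 4 with shrunken fold changes.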

Apparently, amputation-induced gene regulation in macrophages is attenuated by beclomethasone administration. To study the effect of beclomethasone on the amputation-induced changes in gene expression in macrophages in more detail, we plotted the level of regulation by the combined amputation and beclomethasone treatment against the regulation by amputation in the absence of beclomethasone for all genes that were significantly regulated by at least one of these treatments (Fig. 5F). The resulting scatter plot shows that 75.37% of the genes regulated by amputation showed attenuation of this regulation when amputation was performed in the presence of beclomethasone. These results indicate that beclomethasone has a very general and strong dampening effect on the amputation-induced changes in gene expression in macrophages, which is in contrast with the lack of inhibition of the migration of these cells towards the wounded area.

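Of the 543 amputation-regulated genes, 537 had enough reads for the comparison of Amp+Beclo with Control. For 491 of these genes (91.4%), the log2 fold change in the direction of the amputation effect was smaller in Amp+Beclo than in Amp. The median log2 change was 1.62 after amputation and 0.48 after the combined treatment. The genes were selected by their change in Amp, which by itself favors a smaller change in Amp+Beclo. In 10 simulated draws with the same true change in both groups, 74.9% to 78.5% of the called genes also appeared attenuated. Replicate experiments differed in the share of genes with a smaller change. Amp+Beclo was below Amp, in the direction of the amputation effect, for 55.6% of the genes in replicate 1, for 87.3% in replicate 2 and for 90.6% in replicate 3 (mean 77.8%, SD 19.3, n = 3). The median log2 difference between Amp+Beclo and Amp was -0.06, -1.74 and -1.55 in these replicates. In Beclo samples, which were not amputated, the same genes had a median log2 change from Control of 1.13 in replicate 1, -0.13 in replicate 2 and 0.18 in replicate 3. Of the genes with the largest increases after amputation, ENSDARG00000013855 had a log2 fold change of 0.60 in Amp+Beclo (standard error 2.39, adjusted p = 1.00 from edgeR). Its 3 replicates did not move together, and the fold change took the opposite sign when replicate 2 was left out. In the direct comparison of Amp+Beclo with Amp, its log2 fold change was -4.57 (standard error 0.90, adjusted p = 8.9e-04 from edgeR). With DESeq2 this difference did not pass the threshold (adjusted p = 0.10), nor did it in edgeR's test without the block (adjusted p = 0.58). For ENSDARG00000093712 the log2 fold change in Amp+Beclo was 4.15 (standard error 0.47, adjusted p = 0.0057 from edgeR), close to its value after amputation alone. In Beclo its log2 fold change was 3.05 (standard error 0.57, adjusted p = 0.062 from edgeR). That of ENSDARG00000013855 in Beclo was 3.89 (standard error 0.76, adjusted p = 0.078 from edgeR). Neither passed the threshold. The value of ENSDARG00000093712 in Amp+Beclo therefore cannot be assigned to amputation alone.

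**Figure D2:**
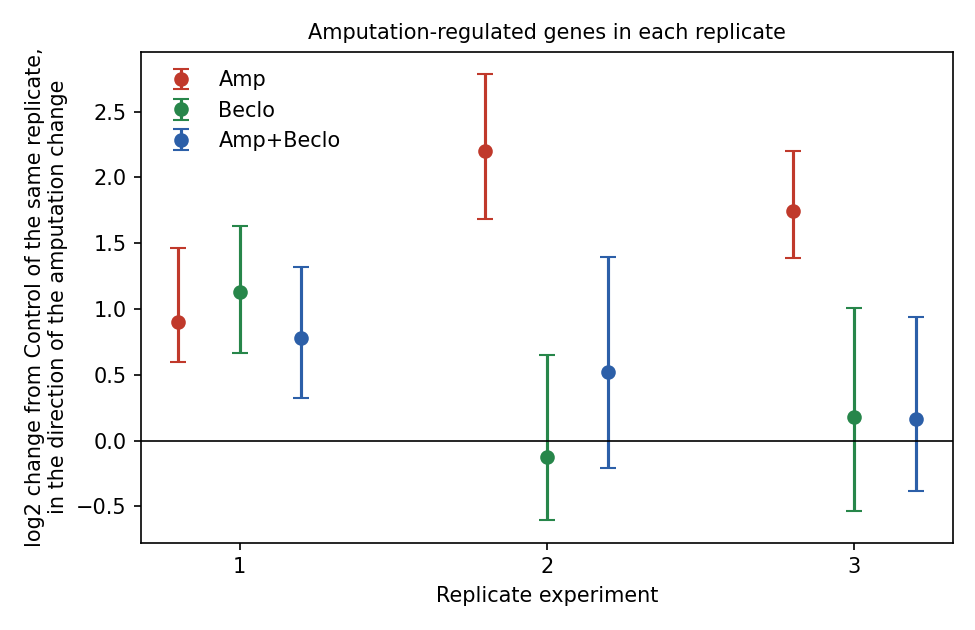
Log2 change of the 543 amputation-regulated genes from the Control sample of the same replicate experiment, taken in the direction of the amputation effect, for Amp, Beclo and Amp+Beclo in replicates 1 to 3. Points are medians over the genes and bars run from the lower to the upper quartile. In replicate 1 the medians of Amp (0.90), Beclo (1.13) and Amp+Beclo (0.78) lie close together, while in replicates 2 and 3 Amp lies above the other groups.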

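Of the 491 genes with a smaller change in Amp+Beclo, 389 still changed in the direction of the amputation effect, and 102 of the 537 genes changed in the opposite direction. When the beclomethasone-treated groups were compared with each other (Amp+Beclo against Beclo, with the replicate block), 1 of 21727 genes was significantly regulated by amputation in edgeR's test. In that comparison 2017 genes had an unadjusted p-value below 0.05. With DESeq2 and the block the number was 107, and with shrunken fold changes 71. There was no significant gene in edgeR's test when the replicate block was left out, and 1140 genes had an unadjusted p-value below 0.05. From the smaller number of regulated genes in Amp+Beclo and from the position of the amputation-regulated genes in the scatter plot (Fig. 5F), the paper concludes that beclomethasone strongly and generally dampens the gene expression changes caused by amputation in macrophages. It contrasts this with their migration, which was not inhibited.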

**Fig. 5.**
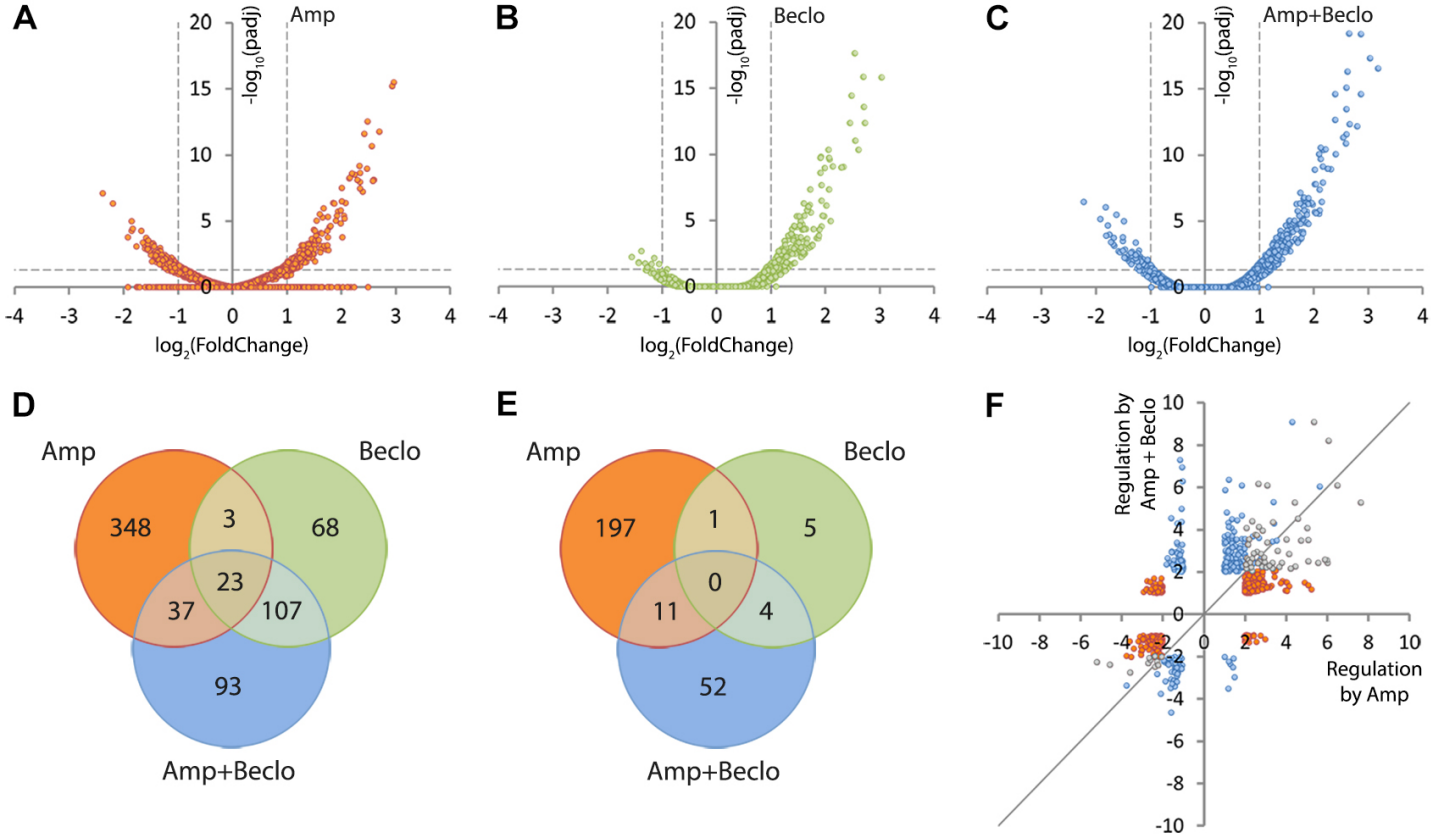
**Macrophage-specific transcriptome analysis by RNA-seq showing modulation of amputation-induced gene regulation by beclomethasone.** (A-C) Volcano plots indicating the fold change (*x*-axis) and *P*-value (*y*-axis) of the regulation for individual genes by amputation (A), beclomethasone (B) and the combined amputation/beclomethasone treatment (C), compared to the non-amputated, vehicle-treated control group. (D-E) Venn diagrams showing overlaps between clusters of genes significantly upregulated (D) or downregulated (E) by amputation (Amp), beclomethasone (Beclo) and the combined amputation/beclomethasone treatment (Amp+Beclo). The diagrams show that there is a large number of genes regulated by amputation in macrophages. Beclomethasone affects the expression of a relatively small number of genes, but it decreases the number of genes significantly regulated upon amputation. (F) Scatter plot showing the effect of beclomethasone treatment on amputation-regulated gene expression. For all genes showing significant regulation upon amputation (red and gray dots) or the combined beclomethasone and amputation treatment (blue and gray dots), the fold change due to beclomethasone and amputation treatment was plotted as a function of the fold change due to amputation (gray dots represent the overlap between amputation and combination treatment). The gray line indicates the point at which beclomethasone treatment does not alter amputation-induced gene regulation. Of all the genes that were significantly regulated by amputation in macrophages, 75.37% showed attenuation in the presence of beclomethasone. Paired analysis were performed using DESeq (v1.26.0) R package by comparing each group to the control group (non-amputated/vehicle treated). Significantly regulated genes were selected by using a p.adj<0.05 and |FoldChange|>2 cutoff.

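Beclomethasone alone regulated 38 of 22127 genes in edgeR's test with the replicate block, of which 37 were upregulated and 1 was downregulated. Without the block, 32 genes were regulated, and the mean correlation of the deviations of same-numbered Beclo and Control samples was 0.02. The number was 241 with DESeq2 and 211 with shrunken fold changes. In edgeR's test, 138 genes were called without a filter on low counts and 116 when at least 10 reads in every sample were required. It was 3 when replicate 1 was left out, 140 without replicate 2 and 101 without replicate 3.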

Interestingly, only a small overlap was observed between the cluster of 620 amputation-regulated genes and the cluster of 327 genes regulated by the combined amputation and beclomethasone treatment (Fig. 5A,C,D,E). Only 60 and 11 genes were present in the overlap between these clusters for upregulation and downregulation, respectively (Fig. 5D,E). 

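Of the genes tested in both comparisons, 34 were regulated in the same direction by amputation and by the combined treatment, 32 of them upregulated and 2 downregulated. Independent lists of 537 and 90 genes among 21902 tested would share 1.03 in the same direction. These lists also share the Control samples, which favors a common direction. No gene was regulated in opposite directions. The 34 genes made up 37.8% of the 90 genes of the combined treatment. Without the replicate block no gene was shared, because the amputation list was then empty.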

A large overlap was observed between the gene cluster regulated by the combination treatment and the cluster regulated by beclomethasone (without amputation) (134 genes in total, Fig. 5B,C,D,E, Fig. S1A). This indicates that the cluster of genes regulated by the combination treatment mainly contains genes that are regulated as a result of the beclomethasone treatment. 

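Beclo and Amp+Beclo shared 25 regulated genes, 24 upregulated and 1 downregulated. Independent lists would share 0.141 in the same direction among the 21918 genes tested in both, but these lists also share the Control samples. The shared genes were 25 of the 38 genes regulated by beclomethasone and 26.9% of the 93 genes regulated by the combined treatment. When the replicate block was left out, 17 genes were shared.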

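The 93 genes regulated by the combined treatment were divided according to the other lists. Of these genes, 22 were also regulated by beclomethasone but not by amputation, 31 by amputation but not by beclomethasone, and 3 by each treatment alone. The remaining 37 genes passed the threshold only in the combined treatment. Of the 29 genes found without the replicate block, 17 were also regulated by beclomethasone, none was regulated by amputation, and 12 passed the threshold only in the combined treatment. With DESeq2 and shrunken fold changes, 111 genes were shared with beclomethasone only, 48 with amputation only and 23 with both, and 145 were regulated only in the combined treatment.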

Apparently, amputation hardly affects beclomethasone-induced changes in gene expression, whereas beclomethasone has a very strong effect on amputation-induced transcriptional changes. 

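All 38 beclomethasone-regulated genes changed in the same direction in Amp+Beclo, although both groups were compared with the same Control samples, which favors a common direction. The median log2 change of these genes from Control, in the direction of the beclomethasone effect, was 2.81 in Beclo and 2.58 in Amp+Beclo. Per replicate experiment, the median was 2.51, 2.78 and 2.73 in Beclo and 2.40, 3.05 and 2.56 in Amp+Beclo. It was lower in Amp+Beclo in replicates 1 and 3 and higher in replicate 2, so the difference had no common direction. For the amputation-regulated genes, the corresponding medians in Amp were larger than those in Amp+Beclo by more than 1 log2 unit in replicates 2 and 3, but not in replicate 1.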

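The lists of amputation-regulated and beclomethasone-regulated genes shared 4 genes, 3 upregulated and 1 downregulated. Independent lists would share 0.426 in the same direction among 21870 genes tested in both, but these lists also share the Control samples. The 4 genes were 10.5% of the 38 beclomethasone-regulated genes. This overlap was smaller than the 34 genes shared by Amp and Amp+Beclo and the 25 genes shared by Beclo and Amp+Beclo. No gene was shared by Amp and Beclo when the replicate block was left out.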

The smallest overlap was observed between the cluster of amputation-regulated genes and the cluster of beclomethasone-regulated genes (Fig. 5A,B,D,E, Fig. S1B), which suggests that, upon amputation, endogenous glucocorticoid signaling due to increased cortisol levels only regulates a small number of genes.

Using gene ontology analysis, we classified the regulated genes according to the KEGG pathways that they are involved in (Fig. S2, Table S1). This analysis showed that the largest group of pathways regulated by amputation were involved in metabolism (16 pathways, 98 genes) and that four pathways (19 genes) involved in the immune system were altered. The combined amputation and beclomethasone treatment affected a smaller number of pathways for both metabolism- and immune system-related pathways (12 pathways and 26 genes, and one pathway and six genes, respectively). Only five of these pathways (Toll-like receptor signaling pathway, Insulin resistance, Biosynthesis of antibiotics, Galactose metabolism, Glycolysis/Gluconeogenesis) were both regulated by amputation and by the combination treatment. Beclomethasone treatment (without amputation) affected seven pathways (five metabolism-related), of which six were also regulated when the larvae were amputated in the presence of beclomethasone.

Among the significantly enriched metabolism-related KEGG pathways, we studied three specific pathways which are known to be associated with specific macrophage phenotypes: glycolytic metabolism, which is increased in pro-inflammatory (M1) macrophages, and mitochondrial oxidative phosphorylation (OXPHOS) and the tricarboxylic acid (TCA) cycle, which are related to the anti-inflammatory (M2) phenotype (Van den Bossche et al., 2015). We mapped the gene expression levels into these pathways (Fig. S3A-C). The data showed that the vast majority of the mapped genes were upregulated by amputation and this upregulation was inhibited by beclomethasone treatment. We, therefore, conclude from the gene ontology analysis that amputation mainly upregulates genes involved in metabolism and the immune system, and that the vast majority of the amputation-induced changes in these gene ontology groups are attenuated by glucocorticoids.

### Glucocorticoids inhibit the differentiation of macrophages towards a pro-inflammatory phenotype

Subsequently, we specifically analyzed the regulation of immune-related genes. For all immune-related genes that were significantly regulated by amputation, we plotted the regulation by amputation, by beclomethasone, and by the combination of amputation and beclomethasone (Fig. 6). For the vast majority of these genes, the amputation-induced changes were attenuated by the administration of beclomethasone. Among those genes were three that are known to be associated with a pro-inflammatory (M1) phenotype of macrophages: *tnfa*, *il1b* and *il6* (Martinez and Gordon, 2014; Nguyen-Chi et al., 2015). For three genes (*cd22*, *alox5ap* and *tlr5b*), the amputation-induced regulation was enhanced by beclomethasone. These findings suggest that the differentiation of macrophages to a pro-inflammatory (M1) phenotype is sensitive to inhibition by glucocorticoids.

**Fig. 6.**
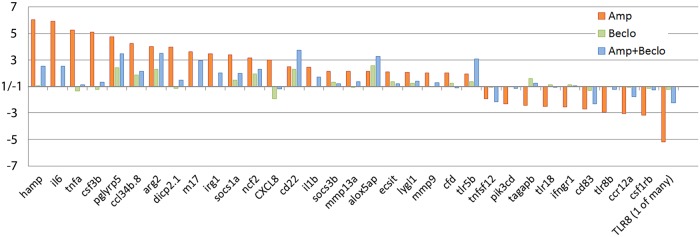
**Regulation of immune-related genes in macrophages, determined by RNA-seq analysis.** For all genes significantly regulated upon amputation, the fold change due to amputation (Amp; red bars), beclomethasone (Beclo; green bars) and the combined amputation/beclomethasone treatment (Amp+Beclo; blue bars) is shown. The results show that beclomethasone dampens the amputation-induced expression of most genes, but for three genes (*cd22*, *alox5ap*, *tlr5b*) the combined treatment results in a higher fold change compared to the amputation treatment. Paired analysis was performed using DESeq (v1.26.0) R package by comparing each group to the control group (non-amputated/vehicle treated). Significantly regulated genes were selected by using a p.adj<0.05 and |FoldChange|>2 cutoff.

To study the glucocorticoid sensitivity of macrophage differentiation in more detail and validate some of the observed transcriptional changes, we performed qPCR on RNA samples isolated from FACS-sorted macrophages. At 4 hpa, the expression of four classic pro-inflammatory genes was measured: *il6*, *il1b*, *tnfa* and *mmp9*, of which the first three are markers for M1 macrophages and the fourth encodes a metalloproteinase that facilitates leukocyte migration by remodeling the extracellular matrix (Martinez and Gordon, 2014; Nguyen-Chi et al., 2015; Rohani and Parks, 2015) (Fig. 7A). The expression levels of *il6* and *il1b* showed an amputation-induced increase, and this increase was attenuated upon the combined beclomethasone and amputation treatment. The levels of *tnfa* and *mmp9* expression were not significantly increased by amputation, but the expression level of *tnfa* was significantly lower after the combination treatment compared to the amputation treatment.

**Fig. 7.**
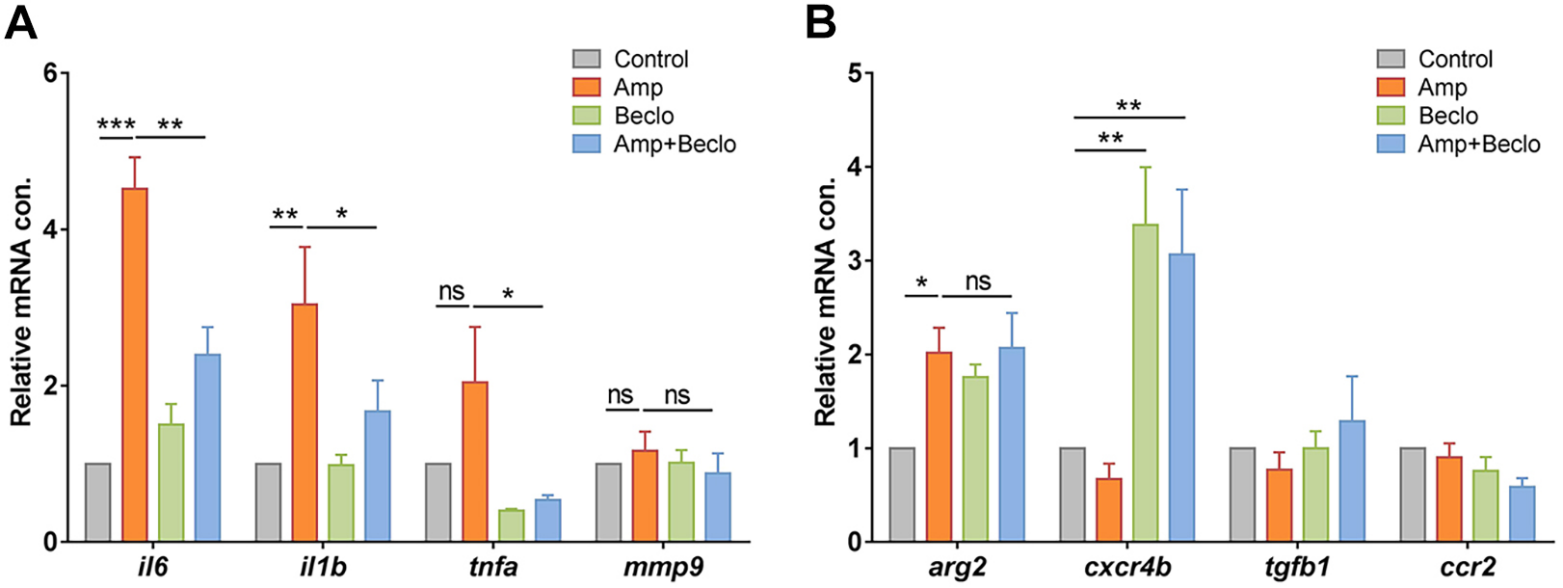
**Expression levels of immune-related genes in FACS-sorted macrophages.** (A-B) Expression levels of immune-related genes in FACS-sorted macrophages, determined by qPCR for *il6*, *il1b*, *tnfa*, *mmp9* (A) and for *arg2*, *cxcr4b*, *tgfb1*, *ccr2* (B) at 4 hpa in 3 dpf larvae. Statistical analysis showed that the levels of *il6* and *il1b* expression were significantly increased by amputation, and this effect was inhibited by beclomethasone treatment. The expression level of *arg2* showed a significant increase upon amputation, and beclomethasone treatment did not affect this regulation. The expression level of *cxcr4b* was increased by beclomethasone treatment. Data are mean±s.e.m. of three independent experiments. *P<0.05; **P<0.01; ***P<0.001 (determined using ANOVA with a Fisher's LSD post hoc). ns, non-significant.

In addition, we measured the expression levels of four markers for M2 macrophages, *arg2*, *cxcr4b*, *tgfb1* and *ccr2* (Nguyen-Chi et al., 2015; Yang and Ming, 2014) (Fig. 7B). The expression level of *arg2* was increased by amputation at 4 hpa, and this was similar upon the combination treatment. The other genes were not upregulated by amputation at this time point, but upon beclomethasone treatment the expression of *cxcr4b* was increased. As the M2 macrophage markers are expected to show increased expression levels during the resolution phase of the inflammatory response (Nguyen-Chi et al., 2015), we measured the expression of those genes in macrophages at 24 hpa as well (Fig. S4A). However, no significant upregulation by amputation was observed for any of these four genes. Thus, in this experiment on M2 markers, we only found an amputation-induced upregulation of the expression of *arg2* at 4 hpa, and this upregulation was insensitive to beclomethasone.

To further study the influence of beclomethasone on the differentiation of macrophages towards a pro-inflammatory (M1) phenotype, we used a reporter line for the expression of *tnfa*: the *Tg(mpeg1:mCherry-F/tnfa:eGFP-F)* fish line. Larvae from this line were amputated at 5 dpf, and at a more distal position than in the previous experiments to create a wound that recruits fewer macrophages, which facilitates the visualization of individual *tnfa*-expressing macrophages. We performed live confocal imaging at 2 and 4 hpa, and the GFP expression level in macrophages was used as a reporter for *tnfa* promoter activity *in vivo* (Fig. 8A-C). In the control group, an increase in the percentage of GFP-positive macrophages was observed between 2 and 4 hpa, from 9.8±3.4% to 23.8±4.0%. The images show that GFP expression does not exclusively occur in macrophages that have reached the wounded area. In the beclomethasone-treated group, at both time points, a lower percentage of *tnfa*-expressing macrophages was recruited to the wounded area compared to the control group (1.7±1.7% and 1.4±1.4% for 2 and 4 hpa, respectively).

**Fig. 8.**
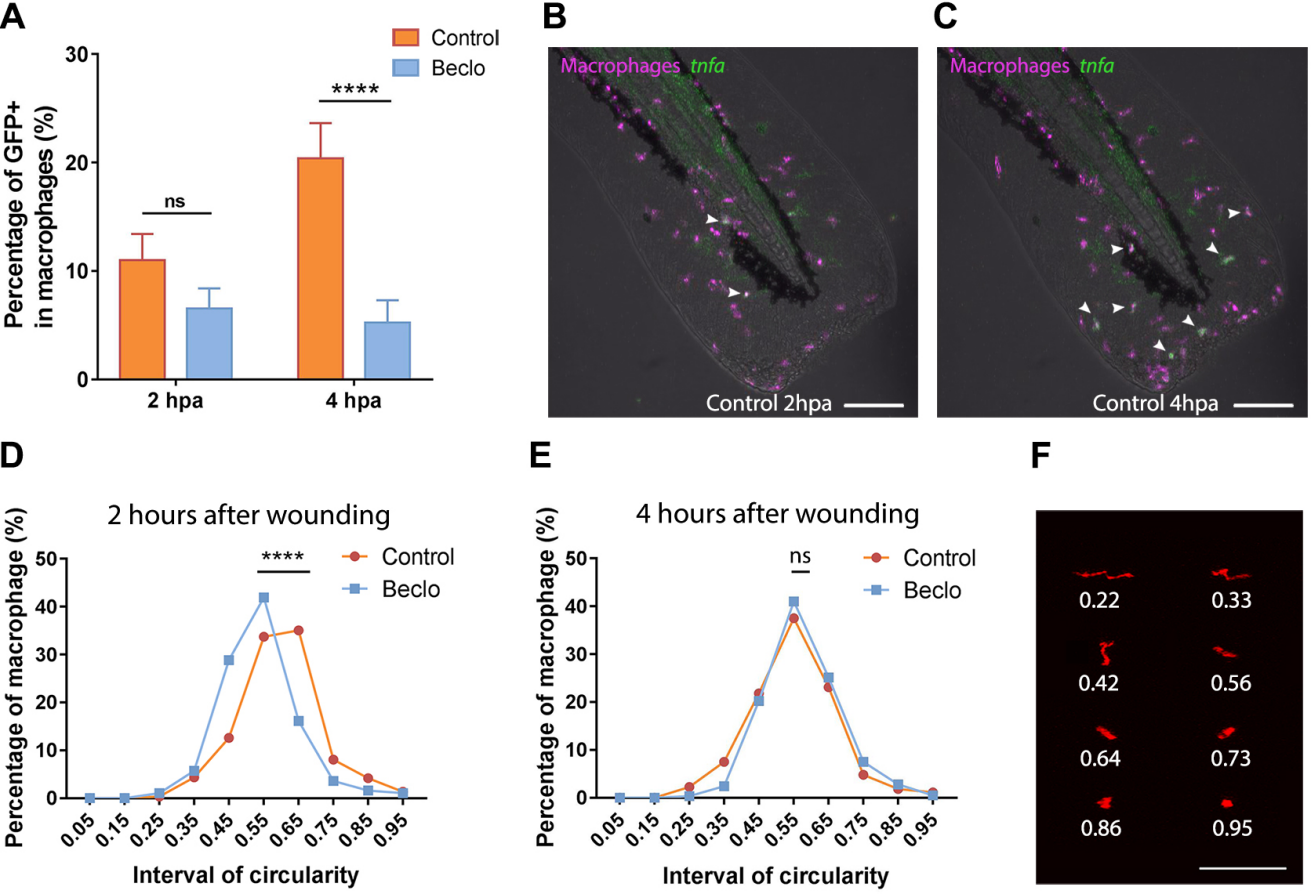
**Effect of beclomethasone on the phenotype of macrophages.** (A) In *Tg(mpeg1:mCherry-F/tnfa:eGFP-F)* reporter larvae, the number of GFP-positive macrophages (as a percentage of the total number of macrophages) recruited to the wounded area was quantified at 2 and 4 hpa in 5 dpf larvae. In the beclomethasone-treated group (Beclo), at 4 hpa, a significantly reduced percentage of the recruited macrophages was GFP-positive compared to the vehicle-treated group (Control). Data are mean±s.e.m. ****P<0.0001 (determined using ANOVA with a Fisher's LSD post hoc). (B-C) Representative images of macrophages (fluorescently labeled by mCherry) and GFP-positive macrophages (fluorescently labeled by both mCherry and GFP) in the control group at 2 hpa (B) and 4 hpa (C). Arrowheads indicate macrophages displaying the GFP signal, which is a measure for activation of the *tnfa* promoter. (D-E) The distribution of circularity of macrophages recruited to the wounded area at 2 h after wounding (hpa) (D) and at 4 h after wounding (E) in 3 dpf *Tg(mpeg1:mCherry-F)* larvae. At 2 hpa, a significant difference of distribution pattern was observed between the two groups, with the beclomethasone-treated group (Beclo) shifted towards lower circularity. At 4 hpa, no significant difference was observed. ****P<0.0001 (determined using the Kolmogorov–Smirnov test). (F) Representative images of macrophages analyzed in D and E and their corresponding circularity. ns, non-significant. Scale bars: 100 μm.

Finally, we analyzed the influence of beclomethasone on the morphology of macrophages, as macrophage morphology has been shown to be an indicator for their differentiation: M1 macrophages are generally less elongated and dendritic than M2 macrophages (Nguyen-Chi et al., 2015). Instead of amputation, a small hole was punched in the tail fins of the larvae using a glass microcapillary needle to recruit a reduced number of leukocytes, which facilitated the visualization of individual cells. We performed live confocal imaging at 3 dpf with the *Tg(mpx:GFP/mpeg1:mCherry-F)* fish line and the circularity of mCherry-positive macrophages was used to quantitate the morphology (Fig. 8D,E). In the control group, at 2 hpa, the percentage of macrophages with a high circularity (0.5-1.0) was relatively high (67.6±4.0%) and gradually decreased to 47.9±3.2% at 12 hpa (Fig. S5A). In the beclomethasone-treated group, at 2 hpa the percentage of macrophages with a high circularity was lower (51.7±3.5%) and remained relatively stable until 12 hpa (Fig. S5B). The most obvious difference between the control and beclomethasone-treated group was observed at 2 hpa. At this time point, the plot showing the distribution of circularity shows a clear shift towards a lower circularity in the beclomethasone-treated group (Fig. 8D,F). At 4 hpa, this difference of circularity distribution between the control group and beclomethasone-treated group had disappeared (Fig. 8E,F). The highly transient nature of the increased circularity is probably because of the small size of the wound in this experiment. These data from the analysis of the circularity may suggest an inhibitory effect of beclomethasone on the differentiation of macrophages towards a pro-inflammatory (M1) phenotype, in line with the data obtained using the *tnfa:eGFP-F* reporter line.

## DISCUSSION

Although glucocorticoids have been used as anti-inflammatory drugs for decades, their mechanism of action and the specificity of their effects have not been fully unraveled yet. Using the zebrafish tail amputation model, we have shown that the inflammatory response comprises glucocorticoid-sensitive and glucocorticoid-insensitive pathways. Glucocorticoids inhibit the migration of neutrophils towards a site of inflammation by inhibiting the induction of chemoattractants for this cell type. However, the migration of macrophages is not affected by glucocorticoids, as the induction of two chemoattractants that are critical for macrophage recruitment, *ccl2* and *cxcl11aa*, is insensitive to treatment with the glucocorticoid beclomethasone. Using RNA-seq analysis we show that beclomethasone attenuates most transcriptional responses to amputation in macrophages and inhibits their differentiation towards a pro-inflammatory (M1) phenotype.

Chemoattractants are important trafficking signals that direct the movement of immune cells into and out of specific tissues (Luster et al., 2005). In this study, we have demonstrated that glucocorticoids exert a specific inhibitory effect on the induction of the expression of two chemoattractants involved in neutrophil recruitment (Il8 and Cxcl18b). Using *in vitro* and *in vivo* models, it has been demonstrated that human and mouse neutrophil migration is dependent on the induction of Il8 expression (Godaly et al., 2000; Huber et al., 1991; Kaunisto et al., 2015) and that this induction is inhibited by glucocorticoids (Huang et al., 2015; Keelan et al., 1997; Yano et al., 2006). In mammals, Il8 has been demonstrated to signal through the chemokine receptors Cxcr1 and Cxcr2, whereas in zebrafish only Cxcr2 has been shown to mediate the effects of Il8 (Brugman, 2016; Torraca et al., 2015). Interestingly, our RNA-seq data show that amputation increased the expression of *il8* in macrophages, and that this increase was strongly attenuated by beclomethasone. These data suggest that the glucocorticoid inhibition of the neutrophil migration results at least partly from the suppression of chemoattractant expression in macrophages. Cxcl18b, a chemokine that is specific for fish and amphibian species, has also been shown to act as a ligand for Cxcr2 in zebrafish, thereby stimulating chemotaxis of neutrophils (Torraca et al., 2017). These findings suggest that Cxcr2 activation is crucial for the migration of neutrophils, and that glucocorticoids inhibit this migration by attenuating the induction of the expression of Cxcr2 agonists such as Il8 and Cxcl18b.

In contrast to the inhibitory effect on neutrophil migration, our study revealed that glucocorticoids do not affect the induction of chemoattractants involved in macrophage recruitment (Ccl2 and Cxcl11aa). Ccl2 and Cxcl11aa have been shown to be key chemokines implicated in macrophage migration and infiltration in humans and mice (Deshmane et al., 2009; Gunn et al., 1997; Lee et al., 2018; Shen et al., 2014; Szebeni et al., 2017; Wada et al., 1999). In zebrafish, their role as chemoattractants for macrophages has been demonstrated during mycobacterial infection (Cambier et al., 2017; Cambier et al., 2014; Torraca et al., 2015). Our data show that these two chemoattractants also promote macrophage migration in the tail amputation model and that beclomethasone has no effect on the amputation-induced increase in their expression levels. The RNA-seq analysis showed very low expression levels of *ccl2* and undetectable levels of *cxcl11aa* expression in macrophages, which suggests that the contribution of these cells to the increased expression of these chemokines is limited.

In line with our findings, it has been shown in bronchoalveolar lavage fluid of COPD patients that glucocorticoid treatment reduces neutrophil numbers, but that the number of macrophages was not decreased (Jen et al., 2012). Contrary to our findings, in most of the studies carried out in humans and rats, the inflammation-induced Ccl2 level has been found to be inhibited by glucocorticoids (Kim et al., 1995; Little et al., 2006; Wada et al., 1999), and this inhibition is related to a decreased p38 MAPK phosphorylation (Baldassare et al., 1999; Little et al., 2006). Similarly, glucocorticoids have been shown to inhibit Cxcl11 upregulation in fluticasone propionate-stimulated peripheral blood monocytes, and in IFN-γ- or LPS-stimulated RAW 264.7 macrophages, as well as in multiple tissues of endotoxemia mice (Ehrchen et al., 2007; Widney et al., 2000). Nevertheless, some studies do show an insensitivity of the mammalian Ccl2 or Cxcl11aa induction to glucocorticoid treatment. In a breast cancer cell line (T47D), glucocorticoid treatment has no effect on Il1-stimulated Ccl2 production (Kelly et al., 1997), and in A579 epithelial cells, IFNγ-induced Cxcl11 is insensitive to glucocorticoid treatment (O'Connell et al., 2015). These data suggest that the observed insensitivity of the *ccl2* and *cxcl11a* induction to glucocorticoids, which underlies the glucocorticoid insensitivity of macrophage migration, requires a specific context, which may involve factors such as the activating signal, the glucocorticoid treatment regime, or the cell type and tissue involved.

Although glucocorticoids did not affect the migration of macrophages in our study, they did have a big impact on the transcriptional changes in these cells upon amputation. We showed, using RNA-seq analysis in FACS-sorted macrophages that, similarly to our previous findings from a microarray analysis carried out on RNA that was isolated from whole larvae (Chatzopoulou et al., 2016), most of the amputation-induced transcriptional changes are decreased by beclomethasone, whereas a small subset of transcriptional responses is insensitive to glucocorticoid treatment. Focusing on the regulation of immune-related genes, we found that, in line with our previous findings in whole larvae (Chatzopoulou et al., 2016), beclomethasone suppressed the induction of almost all pro-inflammatory M1 associated genes, such as *il6*, *tnfa*, *il1b*, *il8* and *mmp9*. In line with these data, many genes involved in glycolysis, a metabolic pathway often associated with an M1 phenotype (Kelly and O'Neill, 2015; Saha et al., 2017; Van den Bossche et al., 2015), were upregulated upon amputation and this upregulation was mostly inhibited by beclomethasone. This inhibitory effect of glucocorticoids on the induction of pro-inflammatory genes in macrophages is in agreement with *in vitro* results obtained in LPS-stimulated primary mouse macrophages (Ogawa et al., 2005; Sacta et al., 2018; Uhlenhaut et al., 2013). In addition, *in vivo* data obtained in mouse models for arthritis and acute lung injury demonstrated an inhibitory effect of glucocorticoids on the differentiation of macrophages towards a pro-inflammatory M1 phenotype (Hofkens et al., 2013; Tu et al., 2017). In the present study, we observed a reduction in the number of macrophages with activation of a *tnfa:eGFP-F* reporter gene upon beclomethasone administration, and a morphology characterized by a low circularity, which demonstrates that the macrophage differentiation to an M1 phenotype was inhibited by the glucocorticoid treatment. Taken together, these data strongly support the idea that glucocorticoids inhibit the differentiation of macrophages to an M1 phenotype by interfering at the level of transcription.

This glucocorticoid effect on macrophages may have great clinical relevance, as this cell type has been identified as the main target for glucocorticoid action in several animal models for inflammatory diseases (Bhattacharyya et al., 2007; Kleiman et al., 2012; Vettorazzi et al., 2015). In murine models for contact allergy and septic shock it has been shown that the anti-inflammatory effect of glucocorticoids depends on the presence of GR in macrophages, suppressing the induction of pro-inflammatory mediators such as IL-1β (Kleiman et al., 2012; Tuckermann et al., 2007). These glucocorticoid effects are absent in a mouse line with a deficiency in GR dimerization, suggesting that activation of anti-inflammatory gene transcription through GRE binding may be the main GR mechanism of action (Kleiman et al., 2012; Tuckermann et al., 2007). Furthermore, we conclude that the glucocorticoid resistance observed in macrophage-dominated inflammatory diseases such as COPD cannot be attributed to a general insensitivity of macrophages to the immune-suppressive effects of glucocorticoids.

In addition to the effect of glucocorticoids on M1 differentiation, we investigated their effect on the differentiation of macrophages to an M2 phenotype. Previous studies in a mouse arthritis model showed that the induction of an M2 phenotype was not affected by glucocorticoids (Hofkens et al., 2013) and in an acute lung injury model (Tu et al., 2017) it was shown to be enhanced. In our RNA-seq and qPCR analysis, the M2 marker *arg2* (Martinez and Gordon, 2014; Nguyen-Chi et al., 2015; Yang and Ming, 2014) was one of the small number of amputation-induced genes that was insensitive to beclomethasone, suggesting that the differentiation to an M2 phenotype is insensitive to glucocorticoids. However, genes involved in the TCA cycle and OXPHOS, metabolic pathways associated with an M2 phenotype (Kelly and O'Neill, 2015; Saha et al., 2017; Van den Bossche et al., 2015), were upregulated upon amputation, and this upregulation was inhibited by beclomethasone, which would suggest that M2 differentiation is blocked by glucocorticoid treatment. In our qPCR analysis, we showed that the expression of various other M2 markers (*cxcr4b*, *tgfb1*, *ccr2*) was not increased upon amputation. The variation in responses of M2 markers to amputation and/or glucocorticoid treatment in our assay supports the idea that the M2 phenotype of macrophages may occur as various alternative differentiation states (Martinez and Gordon, 2014; Mosser and Edwards, 2008). Independent of the amputation, beclomethasone increased the expression of *cxcr4b* (and to a lesser extent *ccr2*), in line with previous observations that glucocorticoids induce the differentiation of human macrophages to an M2 phenotype *in vitro* (Ehrchen et al., 2007; Heideveld et al., 2018). In summary, whereas the amputation-induced increases in the expression levels of M1 markers are consistently inhibited by beclomethasone, increased expression of M2 markers (when present in our assay) can be either insensitive to or suppressed by glucocorticoid treatment.

In our tail amputation model for inflammation, the vast majority of macrophage transcriptional responses were suppressed by glucocorticoids, and only a small subset of these responses was not affected. Studies in murine models for inflammatory diseases suggest that the anti-inflammatory GR action in macrophages depends on GRE-dependent transcriptional regulation, probably reducing the activation of a subset of pro-inflammatory transcription factors (Bhattacharyya et al., 2007; Kleiman et al., 2012; Tuckermann et al., 2007). Alternatively, our data may indicate an important role for GR interaction (‘tethering’) with the transcription factor NF-κB, as in many studies it has been shown that the NF-κB-mediated transcriptional activation can be suppressed by GR or remains unaffected (Kuznetsova et al., 2015; Ogawa et al., 2005; Rao et al., 2011; Sacta et al., 2018). Recruitment of IRF3 to the transcription initiation complex has been shown to be associated with sensitivity to GR suppression (Ogawa et al., 2005; Uhlenhaut et al., 2013).

In conclusion, our *in vivo* study of the glucocorticoid modulation of the transcriptional responses to wounding using the zebrafish tail amputation model shows that the vast majority of these responses are sensitive to glucocorticoids, and only a small subset is insensitive. These insensitive responses play a role in the migration of macrophages and possibly their differentiation to an M2 phenotype, whereas the sensitive responses are involved in the migration of neutrophils and the differentiation of macrophages to an M1 phenotype. Our data demonstrate that these processes can be regulated independently, and that glucocorticoids exert their immunosuppressive effects on macrophages by modulating differentiation rather than migration.

## MATERIALS AND METHODS

### Zebrafish lines and maintenance

Zebrafish were maintained and handled according to the guidelines from the Zebrafish Model Organism Database (http://zfin.org) and in compliance with the directives of the local animal welfare committee of Leiden University. They were exposed to a 14 h light and 10 h dark cycle to maintain circadian rhythmicity. Fertilization was performed by natural spawning at the beginning of the light period. Eggs were collected and raised at 28°C in egg water (60 µg/ml Instant Ocean sea salts and 0.0025% methylene blue).

The following fish lines were used in this work: wild-type (wt) strain AB/TL, the double transgenic lines *Tg(mpx:GFP/mpeg1:mCherry-F)* (Bernut et al., 2014; Renshaw et al., 2006) and *Tg(mpeg1:mCherry-F/tnfa:eGFP-F)* (Nguyen-Chi et al., 2015), and the combination of *Tg(mpeg1:mCherry-F)* and the homozygous mutants (*cxcr3.2*^−/−^) or wt siblings (*cxcr3.2*^+/+^) of the *cxcr3.2^hu6044^* mutant strain (Torraca et al., 2015).

### Tail amputation and chemical treatments

After anesthesia with 0.02% aminobenzoic acid ethyl ester (tricaine, Sigma Aldrich), the tails of 3 dpf embryos were partially amputated (Fig. 1A) with a 1 mm sapphire blade (World Precision Instruments) on 2% agarose-coated Petri dishes under a Leica M165C stereomicroscope (Chatzopoulou et al., 2016; Renshaw et al., 2006). In the experiment on larvae from the *Tg(mpeg1:mCherry-F/tnfa:eGFP-F)* line, the site of amputation was more distal, so the wound attracted a lower number of leukocytes, which facilitated the imaging of individual cells (Fig. 8A-C). In the experiment in which we determined the morphology of the macrophages (Fig. 8D-F), a hole was punched in the tail fin with a glass microcapillary needle (Harvard Apparatus, preparation of needles with 10-20 µm outer diameter described in Benard et al., 2012), in order to make an even smaller wound and attract an even lower number of leukocytes. Wounded and non-wounded (control) embryos were pretreated for 2 h with 25 μM beclomethasone (Sigma Aldrich) or vehicle [0.05% dimethyl sulfoxide (DMSO)] in egg water before amputation/wounding, and received the same treatment after the amputation/wounding.

### Imaging and image quantification

Images of fixed or live larvae were captured using a Leica M205FA fluorescence stereomicroscope, equipped with a Leica DFC 345FX camera. In all fish lines used, the macrophages were detected based on the fluorescence of their mCherry label. Neutrophils were detected based on either their fluorescent GFP label or their myeloperoxidase (mpx) staining. To quantify the number of macrophages and/or neutrophils recruited to the wounded area, the cells in a defined area of the tail (Fig. 1A) were counted manually. Data were pooled from two or three independent experiments, and the mean±s.e.m. of the pooled data are indicated.

### Confocal microscopy and image analysis

For time lapse imaging and automated tracking of the leukocyte migration, the amputated larvae were mounted in 1.2% low melting agarose in egg water containing 0.02% tricaine and 25 μM beclomethasone or 0.05% DMSO on 40 mm glass-bottom dishes (WillCo-dish, WillCo Wells) and covered with 1.5 ml egg water containing tricaine and beclomethasone or DMSO. Confocal microscopy was performed using a Nikon Eclipse Ti-E microscope with a Plan Apo 20X/0.75 NA objective. A 488 nm laser was used for excitation of GFP and a 561 nm laser was used for excitation of mCherry. Time-lapse microscopy was performed at 28°C with an interval of ∼1 min. From the obtained *z*-stacks, aligned maximum projection images were generated using NIS-Elements, which were further analyzed using ImageJ, with custom-made plugins developed by Dr Joost Willemse (Leiden University) for localizing and tracking cells [‘Local Maxima Stack’ and ‘Track Foci’, algorithms previously described in Celler et al. (2013)] and determining their circularity [calculated as (area×4π)/(circumference)^2^].

### Morpholino injection

A morpholino targeting the translational start site of the *ccr2* gene (5′AACTACTGTTTTGTGTCGCCGAC3′, purchased from Gene Tools) (Cambier et al., 2014) was prepared and stored according to the manufacturer's instructions. Injection of 1 nl (0.5 mM) of the morpholino solution was performed into the yolk of fertilized eggs at the 1-2 cell stage.

### RNA isolation, cDNA synthesis and qPCR

At different time points after amputation, larvae were collected (15-20 per sample) in QIAzol lysis reagent (Qiagen) for RNA isolation, which was performed using the miRNeasy mini kit (Qiagen), according to the manufacturer's instructions. Extracted total RNA was reverse-transcribed using the iScript™ cDNA Synthesis Kit (Bio-Rad). QPCR was performed on a MyiQ Single-Color Real-Time PCR Detection System (Bio-Rad) using iTaq™ Universal SYBR^®^ Green Supermix (Bio-Rad). The sequences of the primers used are provided in Table S2. Cycling conditions were pre-denaturation for 3 min at 95°C, followed by 40 cycles of denaturation for 15 s at 95°C, annealing for 30 s at 60°C, and elongation for 30 s at 72°C. Fluorescent signals were detected at the end of each cycle. Cycle threshold values (Ct values, i.e. the cycle numbers at which a threshold value of the fluorescence intensity was reached) were determined for each sample. For each sample, the Ct value was subtracted from the Ct value of a control sample, and the fold change of gene expression was calculated and adjusted to the expression levels of a reference gene [*peptidylprolyl isomerase Ab* (*ppiab*)]. Data shown are mean±s.e.m. of three independent experiments.

### Mpx staining

Larvae were fixed in 4% paraformaldehyde (PFA, Sigma Aldrich) at 4°C overnight, and rinsed with PBS containing 0.05% Tween 20. The mpx staining for the *cxcr3.2* mutant line was performed using the Peroxidase (Myeloperoxidase) Leukocyte kit (Sigma Aldrich), according to the manufacturer's instructions. To visualize both macrophages and neutrophils in the same larvae, the mpx staining was always performed after imaging of the fluorescent signal of the macrophages.

### FACS of macrophages

Macrophages were sorted from *Tg(mpeg1.4:mCherry-F)* embryos as previously described (Rougeot et al., 2014; Zakrzewska et al., 2010). Dissociation was performed using 100-150 embryos for each sample at 4 hpa using Liberase TL (Roche) and stopped by adding fetal calf serum to a final concentration of 10%. Isolated cells were resuspended in Dulbecco's PBS and filtered through a 40 μm cell strainer. Actinomycin D (Sigma Aldrich) was added (final concentration of 1 µg/ml) to each step to inhibit transcription. Macrophages were sorted based on their red fluorescent signal using a FACSAria III cell sorter (BD Biosciences). The sorted cells were collected in QIAzol lysis reagent (Qiagen) for RNA isolation. Extracted total RNA was either reverse-transcribed for qPCR or amplified using the SMART-seq V4 kit (Clontech) for sequencing.

### Transcriptome analysis

A total of 12 samples (four experimental groups obtained from three replicate experiments) were processed for transcriptome analysis using cDNA sequencing. The RNA-seq libraries generated with the SMART-seq V4 kit were sequenced using an Illumina HiSeq 2500 instrument according to the manufacturer's instructions, with a read length of 50 nucleotides. Image analysis and base calling were done using the Illumina HCS version 2.2.68, and RTA version 1.18.66. cDNA sequencing data were analyzed by mapping the reads to the *Danio rerio* GRCz10 reference genome with annotation version 80 using Tophat (v2.1.0). Subsequently, the DESeq (v1.26.0) R package was used to test for differential expression. Before each analysis, the genes with low reads were removed (i.e. those genes for which the sum of reads from three replicates of the analyzed two groups was lower than 30). The output data were used for transcriptome analysis. Significant gene regulation was defined by using p.adj<0.05 and |FoldChange|>2 cutoffs.

Gene ontology analysis was performed using the online functional classification tool Database for Annotation, Visualization and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/summary.jsp). Further analysis of the macrophage transcriptomes was performed in R v3.4.3 using Bioconductor v3.6. Zebrafish Ensembl gene IDs were converted to Entrez Gene IDs using the R package org.Dr.eg.db v3.5.0. The enriched pathways in different groups were determined by comparing the statistically differentially expressed genes against the KEGG zebrafish database using the kegga() function from the edgeR package v3.20.7. Finally, gene expression data were mapped into significantly enriched KEGG pathways using pathview v1.18.0.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 7 by one-way or two-way ANOVA (Figs 1, 2, 3, 7 and 8A, Fig. S4), Kolmogorov–Smirnov test (Fig. 8D,E) or two-tailed *t*-test (Fig. 4). Significance was accepted at *P*<0.05 and different significance levels are indicated: *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

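Macrophages were sorted from zebrafish larvae of 4 groups (Control, Amp, Beclo and Amp+Beclo), with 3 samples per group and 12 samples in all. The groups were assigned from the sample labels and checked against the paper's methods. The labels number the samples of each group from 1 to 3 and the methods state that the groups came from 3 replicate experiments, so samples with the same number were treated as 1 block. Whether the numbers pair the samples was checked by correlating the deviations of the samples from their group means over 21979 genes. The mean correlation was 0.14 for samples with the same number and -0.07 for samples with different numbers. It was highest for Amp and Control, at 0.55. The deviations of a group sum to zero, so a positive value for same-numbered samples goes with a negative value for the others. These correlations are across genes, which are not independent replicates.

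The authors deposited raw counts, the number of reads on each Ensembl gene in each sample. According to the paper, the libraries were made with the SMART-seq V4 kit, sequenced on an Illumina HiSeq instrument and mapped to GRCz10 with Tophat. The paper's text does not name the counting program. Each file also lists reads outside annotated genes and reads that were ambiguous between genes. The lines for reads of low quality, reads not aligned and reads aligned to several places hold 0 in the 12 samples. Reads of near-identical genes are therefore not recorded in a way that can be traced, and genes with close copies are uncertain. The low-read filter of the paper had not been applied to the files. The amplification of the RNA used no molecular identifiers, so counting error is only part of the error and the replicates were used for the rest.

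The total on genes ranged from 9488569 to 18865019 reads per sample, with medians of 11157505 in Control, 10898816 in Amp, 11650944 in Beclo and 9657551 in Amp+Beclo. From the counts, fold changes and tests were computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, estimateDisp, glmQLFit, glmQLFTest) for each pair of groups, with the replicate as a block. Genes with a sum of at least 30 counts over the 6 samples were kept. Significant regulation was an adjusted p-value below 0.05 (Benjamini-Hochberg) and a fold change above 2. The comparison of Amp+Beclo with Amp used the adjusted p-value only. The interaction was fitted on all 12 samples and genes with a sum of at least 60 counts, also without a fold-change cutoff. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Log2 values per sample used TMM-normalized counts relative to library size (CPM) with a prior count of 2. A gene of the amputation list was counted as attenuated when its log2 fold change in Amp+Beclo, taken in the direction of the amputation effect, was smaller than in Amp, which is the side of the line in Fig. 5F.

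The fit was tested on simulated data, with 22107 genes drawn from the real means and library sizes, of which 200 were changed 4-fold. With the replicate block edgeR recovered 196 of them and called 7 unchanged genes. Without the block it recovered 181 and called 0 unchanged genes. DESeq2 recovered 178, and 142 with shrunken fold changes. The simulation used the same dispersion for all genes, a replicate effect drawn separately for each gene, and changed only genes with a mean of at least 10 counts. Leaving out the block cost little there, whereas in the real Amp and Control samples it took the number from 543 genes to 0. The simulated libraries were thus unlike the real ones, and these numbers do not give the error rates of the real fits.

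Before the data were examined, these alternatives were set: no replicate block, DESeq2 1.42.0, DESeq2 with shrunken fold changes with and without the block, RLE normalization, no filter on low counts, at least 10 counts in every sample, all 12 samples in one fit, no fold-change cutoff, leaving out each replicate, and another definition of attenuation. The fit with the share of reads outside genes as a covariate, the thinning of the counts to the smallest library, and the use of the beclomethasone-treated control for the percentage attenuated were chosen after seeing the data. The comparison of Amp+Beclo with Beclo, the division of the genes of the combined treatment by the other lists, and the percentage of these genes that changed less after amputation alone were added as results after seeing the data, although the last was already foreseen as a test.

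Individual genes were to be named by a rule that was fixed together with these alternatives, namely every gene the paper names from these data and the genes with the largest rise and fall in each comparison, among those past the threshold and changed the same way in all 3 replicate pairs. The files do not pair identifiers with names, and the gene table used here lists no Ensembl identifiers. So at most 2 identifiers that rose and 2 that fell after amputation are given. The planned results for the immune-related genes of Fig. 6, for the genes of glycolysis, the TCA cycle and OXPHOS, and for the genes named in the paper were not analysed here, nor were the KEGG pathways.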

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

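The tests in this part were chosen only after the changes below had been seen, and before the tests themselves were run. Of 4 measures of library composition, 2 moved in opposite directions after amputation without and with beclomethasone in all 6 replicate pairs. The difference between the changes without and with beclomethasone was not tested.

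The number of genes with at least 1 read changed from Control to Amp by -474, -1005 and -1499 genes in replicates 1, 2 and 3. From Beclo to Amp+Beclo it changed by 309, 44 and 2094 genes. Beclo replicate 3 had the fewest such genes of the 12 samples (23152, against 24878 and 25066 in Beclo replicates 1 and 2). The difference between the mean changes was -1808 genes, and its size depends on that sample. If the opposite changes came from depth, thinning every library to the smallest total would remove the pattern. After thinning the signs held in all 6 pairs and the difference was -2017 genes. If it came from a few genes taking most of the counts, it would not hold without them. With the 100 genes with the most counts left out of each library and the rest thinned, the signs again held in all pairs and the difference was -1903 genes. RNA from other cells and differences in the amount of sorted RNA were not tested, so the pattern cannot be told apart from these explanations. A fall in the number of expressed genes in macrophages after wounding that beclomethasone prevents remains only a hypothesis.

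The share of ambiguous reads was higher in Amp than in Control, by 0.0026, 0.347 and 0.307 percentage points, and lower in Amp+Beclo than in Beclo in each replicate. The difference between the mean changes was 0.419 percentage points. As a share of the reads on genes and ambiguous reads alone, Amp was no longer above Control in replicate 1 and the difference was 0.327. The pattern over all pairs thus depended on the reads outside genes that enter the total, and no biological explanation was tested.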

How the results depend on the processing

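The thinning of the counts, the covariate and the beclomethasone-treated control were chosen only after the results had been seen, as was the comparison of Amp+Beclo with Beclo. The comparisons with the control gave 543 genes for amputation, 38 for beclomethasone and 93 for the combined treatment. The overlaps were 34 (amputation and combined), 25 (beclomethasone and combined) and 4 (amputation and beclomethasone) genes. Of the amputation-regulated genes, 91.4% were attenuated and 12 were significantly less regulated in Amp+Beclo than in Amp. Such genes are called lowered below, whether amputation raised or reduced their expression. Amp+Beclo and Amp differed in 65 genes, the interaction gave 0 genes (2389 with an unadjusted p-value below 0.05), and amputation regulated 1 gene in beclomethasone-treated larvae. For the changes below, the cause was not tested.

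When the replicate block was left out, amputation regulated 0 genes (938 with an unadjusted p-value below 0.05, against 4022 with the block) and the combined treatment 29. The overlaps of amputation with the combined treatment and with beclomethasone were then 0, and 0 amputation genes were lowered. Amp+Beclo and Amp differed in 2 genes, and 0 genes were regulated by amputation under beclomethasone (1140 unadjusted). No percentage attenuated could be given without amputation-regulated genes. Amputation thus regulated fewer genes than the combined treatment without the block (0 against 29). This order was also found with shrunken DESeq2 fold changes and no replicate block (21 against 251), with all 12 samples in one fit (7 against 81), with the covariate added to that fit (0 against 101), without replicate 2 (66 against 664) and without replicate 3 (2 against 35). Amputation regulated more genes than the combined treatment with DESeq2 and the block, with or without shrunken fold changes, with RLE normalization, with the other filters, without a fold-change cutoff, after thinning and without replicate 1 (1508 against 246).

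With DESeq2, 816 genes were regulated by amputation, 241 by beclomethasone and 370 by the combined treatment, the overlaps were 85, 161 and 37, the interaction gave 12 genes and amputation under beclomethasone 107. With shrunken fold changes, beclomethasone regulated 211 and the combined treatment 327 genes, the overlaps were 71, 134 and 27, the interaction gave 4 genes and amputation under beclomethasone 71. With shrunken fold changes and no replicate block, amputation regulated 21 genes, beclomethasone 163 and the combined treatment 251. The overlaps were then 16, 109 and 8, 0 genes were lowered, 57.1% of the 21 genes were attenuated, the interaction gave 1 gene and amputation under beclomethasone 45.

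RLE normalization gave 60 genes for beclomethasone and 141 for the combined treatment, 41 shared by these and 11 by amputation and beclomethasone, and 0 for amputation under beclomethasone (2087 unadjusted). Without a filter on low counts, beclomethasone regulated 138 and the combined treatment 261 genes, with overlaps of 66, 88 and 25, and amputation under beclomethasone gave 18. With at least 10 counts in every sample, beclomethasone regulated 116 genes, with overlaps of 45 (beclomethasone and combined) and 17 (amputation and beclomethasone). In that setting 3 amputation genes were lowered, Amp+Beclo and Amp differed in 21 genes, and amputation under beclomethasone gave 14.

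With all 12 samples in one fit, amputation regulated 7 genes, 7 of them shared with the combined treatment and 2 with beclomethasone, and 0 were lowered. Amp+Beclo and Amp differed in 25 genes and 28.6% of the 7 genes were attenuated. With the share of reads outside genes as a covariate in that fit, chosen after seeing the data, amputation regulated 0 genes (331 unadjusted), Amp+Beclo and Amp differed in 0 (470 unadjusted) and amputation under beclomethasone gave 0 (589 unadjusted). The share was lower in Amp than in Control in every replicate, so the effect of amputation and that of the share cannot be separated between these groups.

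Across the 3 fits that each left out one replicate, amputation regulated 2 to 1508 genes, beclomethasone 3 to 140 and the combined treatment 35 to 664. The overlaps ranged from 1 to 56 (amputation and combined), 3 to 102 (beclomethasone and combined) and 1 to 9 (amputation and beclomethasone). The genes lowered ranged from 0 to 2, those that differed between Amp+Beclo and Amp from 1 to 13, and those of amputation under beclomethasone from 0 to 38. The percentage attenuated ranged from 50% (of 2 genes) to 96.7%. The log2 fold change of ENSDARG00000013855 in the combined treatment ranged from -5.45 to 5.04, and that of ENSDARG00000093712 between Amp+Beclo and Amp from -1.02 to 0.40, so both changed sign.

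The fit without a fold-change cutoff left the counts that use the cutoff as they were. For the percentage attenuated, the other definition (91.4%) and the beclomethasone-treated control (97.2%) stayed within the replicate SD. Thinning to the smallest library was run for the gene counts of the comparisons only, not for the overlaps or the attenuation. It gave 533 genes for amputation, 47 for beclomethasone and 89 for the combined treatment, and 58 genes that differed between Amp+Beclo and Amp. Of 305 other values under the alternatives, 161 kept their size or their call, 116 moved, 24 were no longer past the threshold, 1 was newly past it and 3 changed sign. The number of genes regulated by beclomethasone was higher both without a filter on low counts (138) and with a stricter one (116) than with the filter used (38).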

Differences from the paper's values

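The paper reports 411 genes upregulated by amputation, and 251 were found here. The alternatives set before the data were examined that came within 1.5 times of the paper's value were DESeq2 (528), DESeq2 with shrunken fold changes (411) and RLE normalization (292), and the others did not.

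For the combined treatment the paper reports 327 regulated genes, 260 upregulated and 67 downregulated, against 93, 83 and 10 here. DESeq2 gave 370, 298 and 72, DESeq2 with shrunken fold changes 327, 260 and 67, the fit without a filter on low counts 261, 214 and 47, and the fit without replicate 1 246, 197 and 49. All of these came within 1.5 times of the paper's values. DESeq2 with shrunken fold changes and no replicate block did so for the total (251) and the upregulated genes (211), but not for the downregulated genes (40). The other alternatives set before the data were examined did not.

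The paper's overlap of amputation and the combined treatment is 60 upregulated and 11 downregulated genes, against 32 and 2 here. DESeq2 (69 and 16), DESeq2 with shrunken fold changes (60 and 11) and the fit without a filter on low counts (53 and 13) came within 1.5 times of both. RLE normalization (43) and the fit without replicate 1 (50) did so for the upregulated genes, and the fit without replicate 2 (9) for the downregulated genes. The paper's overlap of beclomethasone and the combined treatment is 134 genes, against 25 here. DESeq2 (161), DESeq2 with shrunken fold changes (134), the same without the replicate block (109) and the fit without replicate 2 (102) came within 1.5 times of it, and the other alternatives did not.

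For beclomethasone alone, the paper shows about 200 upregulated genes in Fig. 5D and about 10 downregulated genes in Fig. 5E, read by eye, against 37 and 1 here. DESeq2 gave 226 and 15, DESeq2 with shrunken fold changes 201 and 10, and the same without the replicate block 155 and 8. The fit without a filter on low counts came close for the downregulated genes (9). The paper shows about 27 genes shared by amputation and beclomethasone in Fig. 5D,E, read by eye, against 4 here. DESeq2 (37), DESeq2 with shrunken fold changes (27) and the fit without a filter on low counts (25) came within 1.5 times. The other alternatives did not.

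DESeq2 with shrunken fold changes and the replicate block thus gave the paper's numbers for amputation (620, 411 and 209), for the combined treatment and for both overlaps given in the text. It gave 95.3% for the attenuated genes, where the paper states 75.37%. The paper gives no rule for counting a gene as attenuated beyond the line in Fig. 5F, so its percentage may have been counted differently. The value here was 91.4%. Of the alternatives set before the data were examined, the fit without replicate 2 came closest, with 70.3%.

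The paper states that the combined treatment shares more genes with beclomethasone than with amputation. Here it shared 25 genes with beclomethasone and 34 with amputation. Of the alternatives set before the data were examined, RLE normalization (41 and 47), the fit without replicate 1 (3 and 56) and the fit without a fold-change cutoff (25 and 34) kept this order. The paper's order was found with DESeq2 (161 and 85), with shrunken fold changes (134 and 71), and with these and no replicate block (109 and 16). It was also found with no replicate block in edgeR (17 and 0), no filter on low counts (88 and 66), at least 10 counts in every sample (45 and 32), all 12 samples in one fit (32 and 7), without replicate 2 (102 and 41) and without replicate 3 (22 and 1). The overlap of amputation and beclomethasone was the smallest of the 3 with the replicate block and all replicates in edgeR, as in the paper. Without the block in edgeR it was equal to the overlap of amputation and the combined treatment (both 0). Without replicate 3 it was the larger of these (2 against 1). It was the smallest in the other alternatives set before the data were examined.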

Other observations

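The tests in left-out replicates, of the reverse list and of the other splits were set before the data were examined, except the splits for Amp+Beclo against Beclo, which were added later. The limits by which the left-out replicates were read were set after their values had been seen. The simulation, the thinning and the count of 2-fold changes were set after the numbers of genes had been seen and before these tests were run. The test on the share of reads outside genes was chosen only after the result was seen.

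Whether the smaller changes in Amp+Beclo could come from how the amputation-regulated genes were selected was tested in replicates that did not enter the selection. If selection were the cause, about as many genes would lie lower as higher in Amp+Beclo than in Amp in the replicate left out. Of the 1508 genes selected from replicates 2 and 3, 42.0% lay lower in replicate 1. In that replicate 77.3% of these genes still changed in the direction of the amputation effect, with a median log2 change of 0.33 in Amp and 0.33 in Amp+Beclo. With the 66 genes selected without replicate 2, 63.6% were lower in replicate 2, with a median log2 change of 2.60 in Amp and 1.49 in Amp+Beclo. Both of the 2 genes selected without replicate 3 (100%) were lower in replicate 3, with medians of 2.07 and -1.04. The lists of 66 and 2 genes are too short to decide. The genes selected from replicates 2 and 3 showed no attenuation in replicate 1, but their median change in Amp there was only 0.33. Little was left to attenuate, so replicate 1 cannot decide either, and selection cannot be excluded. The reverse list was also examined. Of the genes regulated by the combined treatment, 93.3% changed less after amputation alone, against 91.4% of the amputation-regulated genes that changed less in the combined treatment. The list of the combined treatment includes 22 genes regulated by beclomethasone but not by amputation and 3 regulated by both. Beclomethasone is absent after amputation alone, so this percentage cannot tell whether regression towards the mean took part.

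Counts were also simulated with the same true change in Amp and in Amp+Beclo, with the dispersion of each gene and its change estimated from the data and a replicate effect with an assumed SD of 0.3 on the log2 scale. In 10 draws over 22107 genes, 74.9% to 78.5% of the genes called after amputation appeared attenuated. The observed 91.4% is above the highest of these draws (78.5%), so estimation error alone did not give it in these draws. The draws called 741 to 1191 genes after amputation, more than the 543 observed. The simulation does not contain deviations shared by many genes of a single sample, such as those of Amp replicates 2 and 3. On the first 2 principal components, which held 28.5% and 26.5% of the variance, these samples lay farthest from the other samples, and their TMM factors were 0.794 and 0.747, against 0.931 to 1.15 in the other 10 samples.

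In the pairwise edgeR fits of all 3 replicates with the block, more genes were regulated by amputation than by the combined treatment (543 against 93). The order was the opposite without replicate 2 (66 against 664), without replicate 3 (2 against 35) and with all 12 samples in one fit (7 against 81). After thinning all libraries to the smallest total, the numbers were 533 and 89, so a difference in depth does not explain the order in these fits. A smaller error of the paired Amp and Control samples is a candidate explanation, but the standard errors need not account for the order. For ENSDARG00000093712 the log2 fold changes (4.33 after amputation, 4.15 after the combined treatment) and standard errors (0.44 and 0.47) were close. Its adjusted p-values from edgeR were 9.3e-19 and 0.0057, so the 2 fits gave unlike values for this gene. If a smaller error were the cause, no more genes would change over 2-fold in the same direction in all 3 replicate pairs after amputation than after the combined treatment. Of 15353 genes with at least 10 counts in every sample, 148 did so in Amp, 172 in Amp+Beclo and 126 in Beclo. Since a minimum in every sample removes genes that fell, the count was repeated, after these values had been seen, on the 20214 genes with a mean of at least 10 counts, and gave 251, 265 and 209. The totals hide the direction. Increases over 2-fold were fewer in Amp than in Amp+Beclo (94 against 149, and 118 against 212 in the larger set), while decreases were more numerous in Amp (54 against 23, and 133 against 53). For upregulated genes, the 2-fold count thus did not keep the order of the called genes (251 in Amp against 83 in Amp+Beclo). No chance level was computed for this count, and noise within the pairs can raise it. Beclo had 126 and 209 such genes, although 38 were called. The higher number of upregulated genes in Amp may reflect the pairing of Amp and Control (mean correlation 0.55), but the count cannot decide this. For downregulated genes (292 against 10), the 2-fold count kept the order, but it was the opposite without the block (0 against 2), with all 12 samples in one fit (0 against 5), without replicate 2 (13 against 229) and without replicate 3 (0 against 2). Whether the pairing accounts for the order of the downregulated genes cannot be told from these values.

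A mean score of the amputation-regulated genes was compared with the share of reads outside annotated genes, which was lowest in Amp replicates 2 and 3. In the 6 Beclo and Amp+Beclo samples, which were not used to select the genes, Pearson's r was -0.19 (exact permutation p = 0.68, adjusted 0.92) and Spearman's rho was 0.09 (exact permutation p = 0.92, adjusted 0.92), for 2 relations computed. Without the 2 samples farthest from the median share, r was 0.16 over 4 samples. Within replicates, the sample with the lower share had the higher score in 2 of 3. No relation was found, and 6 samples cannot exclude one.

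Other splits of the samples were fitted for each comparison. For 3 samples against 3, 4 splits part all same-numbered samples, so the share of splits can never be below 0.25 and chance cannot be excluded by this count. In each case 1 of the 4 splits, the real one, gave as many genes. For amputation, the other 3 splits gave 0 to 5 genes against 543. For beclomethasone they gave 0 against 38, for the combined treatment 0 against 93, for Amp+Beclo against Amp 0 to 4 against 65, and for Amp+Beclo against Beclo 0 against 1. The 6 splits that kept some same-numbered samples together differ in that they also compare replicate experiments. They gave 0 to 107, 0 to 113, 0 to 6, 0 to 0 and 0 to 198 genes in these comparisons, so that for beclomethasone and for Amp+Beclo against Beclo at least 1 of these splits gave more genes than the treatment. For the interaction, 40 of 40 relabellings of the samples within replicates gave at least as many genes as the real labels. Since the real labels gave 0 genes (2389 with an unadjusted p-value below 0.05), this count was fixed in advance and shows nothing about chance.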
